# Vex-seq: high-throughput identification of the impact of genetic variation on pre-mRNA splicing efficiency

**DOI:** 10.1186/s13059-018-1437-x

**Published:** 2018-06-01

**Authors:** Scott I. Adamson, Lijun Zhan, Brenton R. Graveley

## Abstract

Understanding the functional impact of genomic variants is a major goal of modern genetics and personalized medicine. Although many synonymous and non-coding variants act through altering the efficiency of pre-mRNA splicing, it is difficult to predict how these variants impact pre-mRNA splicing. Here, we describe a massively parallel approach we use to test the impact on pre-mRNA splicing of 2059 human genetic variants spanning 110 alternative exons. This method, called variant exon sequencing (Vex-seq), yields data that reinforce known mechanisms of pre-mRNA splicing, identifies variants that impact pre-mRNA splicing, and will be useful for increasing our understanding of genome function.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1437-x) contains supplementary material, which is available to authorized users.

## Background

One of the main goals of personalized medicine is to understand how genetic variations between individuals impact health. Genetic variants can impact health in a number of different ways, one of which is through altering pre-mRNA splicing efficiency. Alternative splicing is a process that is important for regulatory function and a primary source of proteome diversity in humans [1]. Perturbations in splicing have also been shown to contribute to a number of different diseases [2, 3]. These splicing changes can manifest themselves through interrupting well-known interactions between the spliceosome and splicing elements, including the 3′ and 5′ splice sites, pyrimidine tract, or branchpoint sequences. However, splicing can also be perturbed by disrupting other sequences known to modulate splicing. Exonic splicing enhancers and silencers (ESEs and ESSs), as well as intronic splicing enhancers and silencers (ISEs and ISSs), are examples of splicing regulatory elements that can be perturbed and result in different splicing outcomes. Modulation of these splicing regulatory elements has been shown to be disease associated (for a review see [4]). Thus, understanding how both intronic and exonic variants impact splicing not only provides insights into the mechanisms of splicing, but also is important to understand the basis of certain genetic diseases.

Identifying variants that impact splicing regulatory elements and their splicing consequences are difficult to detect using conventional poly(A)+ RNA-seq alone because the variants are often spliced out of the mature mRNA. A number of different studies have aimed to address this issue. One approach has been the pursuit of deciphering the “splicing code” using computational techniques such as deep learning [5–7]. While these studies have yielded useful knowledge about splicing and do have predictive power, experimental confirmation of the behavior of these variants has been limited and the predictions are not perfect. Other groups have pursued the use of random sequences to understand the splicing code; however, it is hard to integrate datasets with contextual transcriptome information (i.e., CLIP) when studying the splicing behavior of random sequences [8]. A more recent study tested a number of exonic disease-associated variants in parallel using a mini-gene system [9]. The approach was to observe the allelic ratio of reference to variant in a plasmid pool, and compare with the ratios observed from splicing outcomes. This approach is useful for studying exonic variants but is unable to test intronic variants. Here we present a method that address some of these shortcomings using a barcoding approach called Variant exon sequencing (Vex-seq). Vex-seq is capable of testing many exonic and flanking intronic variants for the same exon simultaneously.

## Results

We set out to develop a high-throughput reporter system to determine the impact of genomic variants on pre-mRNA splicing. Our general approach is to generate a library of test exons flanked by two common constitutive exons (Fig. 1). The library was introduced into tissue culture cells followed by RT-PCR and sequencing to determine the splicing frequency of the test exon. Importantly, the reporters also contain a barcode sequence that serves as an identifier of which exon was present in the reporter so that it is possible to associate the pre-mRNA of origin in cases where the test exon was skipped.

**Fig. 1:**
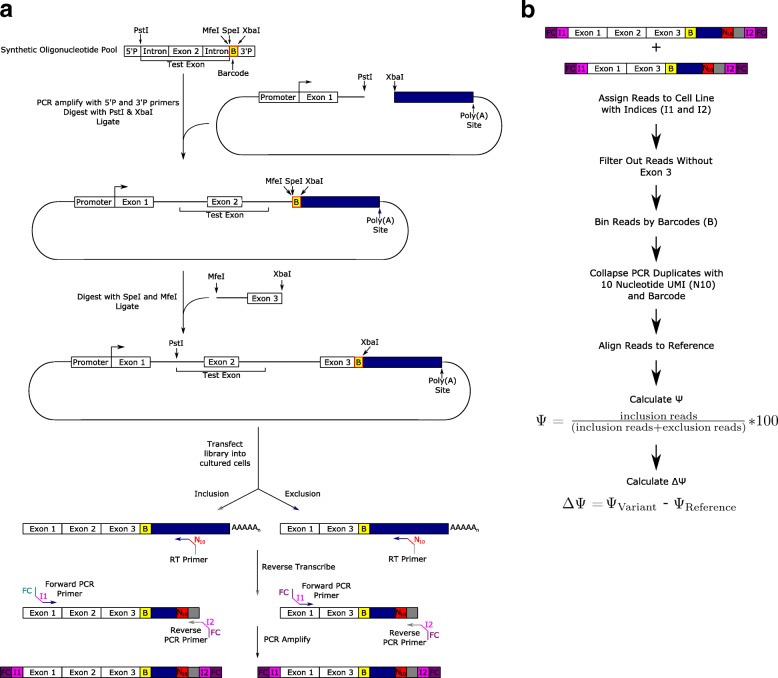
Assembly of test exon and experimental design. **a** The test exon and flanking introns are subcloned into a reporter plasmid in a two-step process, such that the barcode designating the sequence is near the end of the transcript. Once these plasmids are transfected into cultured cells, a transcript will be produced that may not contain the variant itself, but does contain the barcode (**b**) uniquely associated with the variant tested. A ten-nucleotide UMI (N10) is attached during the reverse transcription step to collapse PCR duplicates downstream. Illumina flow cell binding sequences (*FC*) and indexes (I1 and I2) are attached via primers during PCR and the resulting DNA is sequenced on a MiSeq platform. **b** Data analysis pipeline for splicing results

We first designed a pool of 2059 variants spanning 110 exons with reference, consensus splice site, and mutated splice site control sequences for each exon. 

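The sequences listed with the plasmid counts covered 2059 variants that could be assigned to one of 110 reference exons, 109 of them in 109 annotated genes, with between 1 and 45 variants per exon (median 18.5). A further 7 listed variants had no reference exon, so no ΔΨ could be given for them. By position, 1073 of the variants lay in the exon, 650 in the upstream intron, 313 in the downstream intron, 15 in the dinucleotide of the 3′ splice site and 8 in that of the 5′ splice site.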

To ensure reproducibility, each variant exon was associated with at least three unique eight-nucleotide barcodes. Common primer sequences and restriction enzyme sites were also added for proper library construction. We included a minimum of 50 bases of the upstream intron, which should be adequate to include the majority of branchpoints [10], as well as the exon itself and at least 20 bases of downstream intron. This allowed for construction of test exons up to 97 nucleotides in length. Alternative exons between the size of 68 and 97 nucleotides were randomly selected from Ensembl GRCh37.p13 annotations and variants from the ExAC database were intersected with the selected exons and their flanking intron sequences [11].

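Exon coordinates were taken from the gene annotation on GRCh37 for 109 exons, since the supplementary table held here gives coordinates for only 11. Of these 11, 10 were the same in the annotation, and 1 exon that the annotation does not hold was taken from the table. The 110 exons were between 69 and 98 nucleotides long (median 84), and 108 of them lay in protein-coding genes. The exon is followed by GT in 108 cases and by GC in 2. The variants reached at most 53 bases upstream and 34 bases downstream of the exon.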

We amplified the oligonucleotide pool by PCR (Additional file 1: Table S1). This product was then subcloned into a modified version of the splicing reporter plasmid pcAT7-Glo1 in between the first intron and the 3′ UTR to generate a 1˚ library. Then restriction sites in between the barcode and the end of the test sequence were used to subclone in the second part of the second intron and third exon from the original plasmid (Fig. 1a). This results in a plasmid that encodes a transcript containing the first exon and part of the first intron of the globin gene, the test sequence, followed by the second intron and final exon of the reporter transcript, ending with the barcode and the 3′ UTR. We refer to this final library pool as the 2˚ library.

In order to ensure that the variants are associated with the correct barcode, the 1˚ and 2˚ libraries were sequenced using paired end amplicon sequencing (Fig. 2a). 

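Each plasmid pool was sequenced as a single library, so the values for the plasmids have no replicates. For the 1˚ library, the authors deposited the number of reads of each barcode with and without the designed variant, and for the 2˚ library the number of reads of each barcode. Both lists hold 7490 barcodes, with a median of 3 barcodes per designed sequence (between 2 and 4). The 1˚ library had 1265596 reads, a median of 144 per barcode, and the 2˚ library had 1638977 reads, a median of 194 per barcode. These reads carry no UMI and are not independent molecules, so the confidence intervals given for the plasmids (Wilson, 95%) cover counting error only.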

The results from sequencing the 1˚ library show that the majority of barcodes are correctly associated with the correct variant (Fig. 2b). 

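The median barcode of the 1˚ library had 95.9% of its reads on the designed variant, the 10th percentile was 90.5% and the 90th percentile 99.2%. At least 95% of the reads were correct for 4540 barcodes, or 60.6% of all, and every read was correct for 539. Below 85% lay 135 of the 7490 barcodes, or 1.80% (95% Wilson interval 1.52 to 2.13). This share moved most with the threshold itself, to 8.60% (644 barcodes) at a threshold of 90%.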

Barcodes excluded from the analysis due to having too few (less than 85%) of the correct variant reads associated with it only make up about 1.8% of the barcodes tested. 

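In the 1˚ library, the 135 barcodes below 85% had a median of 62 reads (quartiles 39 and 98.5), and the included barcodes a median of 146 reads (quartiles 89 and 228). The difference in medians was −84 reads (permutation test over barcodes, two-sided p = 1e-05, the smallest p that 100000 permutations can give). Fewer than 20 reads were found for 7 of the excluded and 64 of the included barcodes. Barcodes within a single library were compared, so the test does not speak to other libraries.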

Barcodes that were filtered out of the analysis also tended to have a lower read depth, suggesting that this may be related to the reason for their higher error rate (Fig. 2c). We are also able to measure a misassignment rate of 4.59% using this plasmid sequencing technique. 

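Reads without the designed variant numbered 58124 among the 1265596 reads of the 1˚ library, or 4.59% (95% Wilson interval 4.56 to 4.63). Averaged over barcodes in place of reads, the rate was 4.86%, and it was 4.46% over the barcodes that passed the 85% threshold.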

In order to ensure that the library contained a good diversity of sequences, we calculated a skew ratio between the 10th and 90th percentile of read depth for each barcode as done previously to check library diversity [12]. A skew ratio for the library established was calculated to be 5.5, which is considered adequate. 

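In the 2˚ library, the 10th percentile was 72 reads per barcode and the 90th percentile 396 reads, a ratio of 5.5 (bootstrap over barcodes, 1000 resamples, 95% interval 5.25 to 5.77). The ratio for the 1˚ library was 5.90, from percentiles of 53.9 and 318 reads. In the 2˚ library, 1 barcode had no reads. From this ratio, the paper reasons that the diversity of the library is adequate.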

We conclude that despite some misassignment, the plasmid pool is robust enough to be used to study variant changes in splicing.

**Fig. 2:**
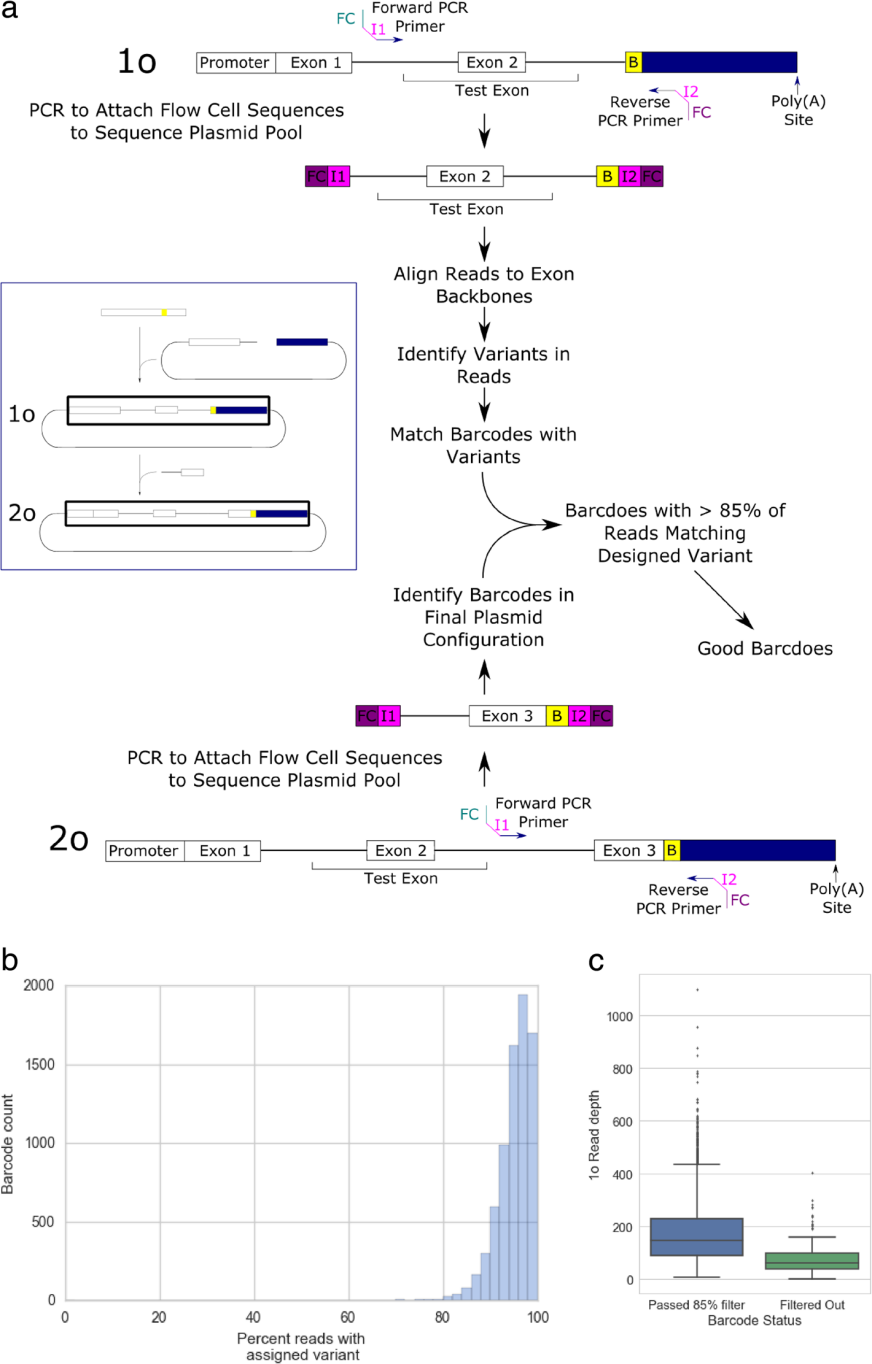
Quality control for plasmid integrity. **a** Quality control pipeline for plasmid integrity. Amplicon sequencing of the 1o and 2o plasmid configurations are done through PCR to attach Illumina flow cell binding sequences (*FC*) and indexes (I1 and I2). Poor quality barcodes are then filtered out by identification of reads not containing variants and excluding barcodes with less than 85% of reads containing the correct variant. **b** A histogram of the barcodes with the percentage of reads with correct variant identified. **c** Box plots of 1˚ library read depth for barcodes included and excluded from further analysis

The 2˚ library was then transfected into K562 and HepG2 cell lines in biological triplicate. cDNA was then synthesized from the RNA isolated from the cells using a mini-gene specific primer, a ten-nucleotide random sequence which serves as a unique molecular identifier (UMI) and an Illumina Read 2 sequencing primer. PCR amplified the cDNA to attach the other necessary sequences for Illumina paired-end sequencing. The products were then sequenced on an Illumina MiSeq.

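Both K562, a line from a chronic myelogenous leukemia, and HepG2, a line from a liver tumor, were measured in 3 biological replicates. Plasmid was brought into K562 cells by electroporation (5 μg), and the cells were selected with 200 μg/mL of zeocin for 8 days. HepG2 cells received 1 μg of plasmid according to the paper (1 μg/mL according to the sample labels) and 1000 μg/mL of zeocin for 8 days. For each sequence and for each barcode, the authors deposited the number of UMI-collapsed reads that include the test exon, that skip it and that do neither ("other" reads), and Ψ as the percentage of inclusion among inclusion and skipping reads. The files cover 2062 variants, 110 reference exons, 109 consensus controls and 104 mutated controls, and 7354 barcodes that had passed the authors' filters. Inclusion and skipping reads together numbered 341139 to 459293 per K562 library (median 353214) and 502794 to 618009 per HepG2 library (median 517316). A sequence had a median of 110 to 149 reads per library in K562 and of 179 to 222 in HepG2. At a Ψ of 50 and the middle of these medians, the 95% Wilson interval runs from 41.0 to 59.0 in K562 and from 42.9 to 57.1 in HepG2. The smallest Ψ that such a sequence can show with 3 reads is 2.63 in K562 and 1.61 in HepG2.

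Mean Ψ and its SD were taken over the 3 replicates of a cell line, ΔΨ was computed within each library against the reference exon of the same library, and values for both lines together are the mean of the K562 and HepG2 values. Differences in Ψ between cell lines were tested with edgeR's quasi-likelihood test on the inclusion and skipping reads of the 2154 variants and reference exons with at least 10 reads in every library. ΔΨ was tested with the same tool on the reads of the variant and of its reference exon, for 2016 variants.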

The data analysis pipeline uses custom python scripts to ensure that read 2 contains the third exon, the correct restriction site next to the barcode, and sorts the reads by barcode into bins. PCR replicate reads are collapsed into a single read using the UMI from the reverse transcription primer. The reads in each bin are then aligned using STAR to a reference specific to each variant [13]. Percent spliced in (PSI or Ψ) and change in PSI (ΔΨ) from the reference sequence are then calculated (Fig. 1b). The amplicon based paired-end sequencing reads contain an unambiguous splicing outcome for each amplicon, making Ψ and ΔΨ calculations straightforward from the alignment outputs alone.

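A barcode had a median of 38 reads per library in K562 and of 58 in HepG2. Ψ was averaged over the 3 biological replicates for each barcode, and barcodes of the same sequence were compared pairwise, across 2014 sequences in K562 and 2039 in HepG2. Pearson's r was 0.938 ± 0.00164 (SD over 3 pairings of barcodes) in K562 and 0.966 ± 0.00128 in HepG2. Spearman's rho was 0.903 and 0.916. With at least 20 reads required in every library, Pearson's r was 0.978 over 959 sequences in K562 and 0.98 over 1400 in HepG2. These correlations run across sequences, which share exons and are not independent replicates.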

To assess how similarly the barcodes associated with the same variant impacted the splicing behavior, we compared the Ψ value of the barcode replicates for each variant and reference exon and observed high correlations (Fig. 3a). To ensure that these splicing values were robust to biological variation, we also examined the correlations of variants between three biological replicates for HepG2 and K562 cell lines (Fig. 3b). HepG2 and K562 cell lines were chosen for these studies because of the wealth of potentially applicable ENCODE data associated with these cell lines and because they represent difference cell types and different *trans-*environments for splicing. These data show similarly high correlation values between biological replicates of the same cell lines, showing robustness to biological variation. These data also show that the splicing data from Vex-seq is robust to both technical and biological variation.

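Across 2172 variants and reference exons, Pearson's r of Ψ between biological replicates was 0.958 ± 0.00378 (SD over the 3 pairs of replicates, range 0.955 to 0.962) in K562 and 0.984 ± 0.00136 (range 0.983 to 0.986) in HepG2. Spearman's rho lay between 0.931 and 0.94 in K562 and between 0.959 and 0.963 in HepG2. The SD of Ψ between the 3 replicates had a median over sequences of 3.60 points in K562 and 2.33 points in HepG2, and its 90th percentile was 9.96 and 6.09 points.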

**Fig. 3:**
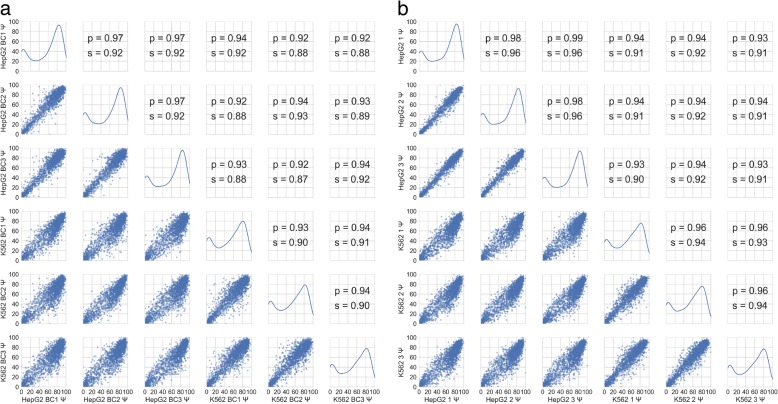
Behavior and reproducibility of splicing outcomes. **a** Scatter plots showing the behavior of Ψ for each barcode replicate of the same variant. These were averaged Ψ values of the barcode in each biological replicate. Spearman (*s*) and Pearson (*p*) correlations of Ψ are also shown. **b** Scatter plots showing the splicing behavior or Ψ for each variant in each biological replicate. Spearman (*s*) and Pearson (*p*) correlations of Ψ are also shown

In order to ensure that splicing behavior reflects what is known about splicing, we examined the Ψ of the mutated and consensus splice site controls relative to reference and variant exons. For the mutated splice site controls, both splice sites were mutated such that the 3′ splice sites were changed from AG to TC and the 5′ splice sites were changed from GT to CA. For the consensus splice site controls, the variants contained a 20-nucleotide pyrimidine tract, an AG at the 3′ splice site, and a consensus 5′ splice site of GTAAGT. The consensus and mutated splice site controls behave as expected with the mutated splice site controls displaying a low Ψ value and consensus splice sites having a higher Ψ value, while the variant and reference sequences are intermediate (Fig. 4). These are consistent with the expected splicing behaviors for these control sequences.

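Compared within each exon, the mutated control had a lower Ψ than the reference exon in 103 of 104 exons, with a mean difference of −56.5 ± 28.8 points (SD over exons). The consensus control was higher than the reference exon in 100 of 109 exons and lower in 9, with a mean difference of 24.3 ± 27.4 points. Both differences gave p = 1e-05 in a two-sided sign-flip permutation test over exons, the smallest p that 100000 permutations can give. Taken over sequences, the median Ψ was 0.0608 for the mutated controls, 65.5 for the reference exons, 67.0 for the variants and 84.9 for the consensus controls. The mutated controls had a median of 2163 reads over the 6 libraries (86 to 5993), so that the median control could show a Ψ of 0.139 with 3 reads. No inclusion read was found for 37 of them.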

**Fig. 4:**
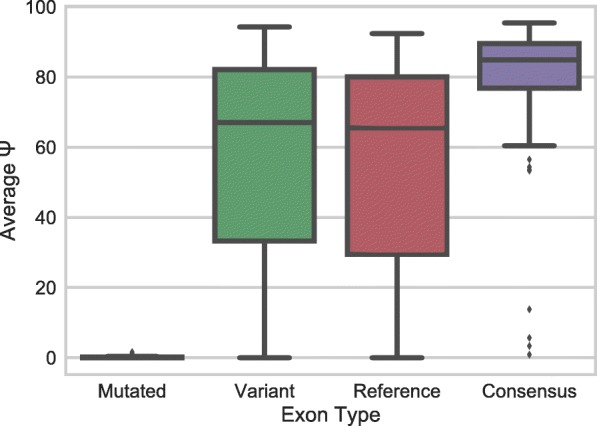
Splice site control sequences generally reflect expected splicing behavior. Boxplots of mean Ψ for each type of control and test sequences are shown. Mutated splice site controls contained mutated splice sites such that the 3′ splice sites were changed from AG to TC and the 5′ splice sites were changed from GT to CA. For the consensus splice site controls, the variants contained a 20-nucleotide pyrimidine tract, an AG at the 3′ splice site, and a consensus 5′ splice site of GTAAGT

Given the high correlation rates of Ψ values between the biological replicates of different cell lines, we sought to characterize this similarity further. Indeed, upon examining the correlation between the average Ψ value of each cell line, we observe a similar pattern (Fig. 5a). 

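Pearson's r between the mean Ψ of K562 and that of HepG2 was 0.956 across 2172 variants and reference exons, and Spearman's rho was 0.944. Between same-numbered single replicates of the cell lines, Pearson's r averaged 0.939 ± 0.00606 (SD over 3 pairs, range 0.933 to 0.945). With each library left out in turn, the correlation of the means stayed between 0.951 and 0.956.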

Additionally, when looking at changes in splicing (ΔΨ) we see a similar trend (Fig. 5b). 

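For ΔΨ, Pearson's r between the mean values of K562 and HepG2 was 0.906 across 2055 variants, and Spearman's rho was 0.759. Same-numbered single replicates of the cell lines gave a Pearson's r of 0.772 ± 0.0115 (SD over 3 pairs). The correlation of the means fell to between 0.874 and 0.901 with each library left out in turn.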

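Among the 2055 variants with a reference exon, ΔΨ had the same sign in K562 and HepG2 for 1571 variants, or 76.4% (95% Wilson interval 74.6 to 78.2). The remaining 484 variants had opposite signs or a ΔΨ of 0. When same-numbered single replicates of the lines were used in place of the means, the share was between 67.3% and 69.4%. Over all pairs of a K562 and a HepG2 replicate, it was between 67.5% and 72.4%. Variants with a ΔΨ of 0 in the second replicate of a pair were left out of that range. Leaving out each library in turn gave 73.0% to 76.2%.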

In fact, 76.45% of variants agree in directionality of ΔΨ between cell lines. Furthermore, restricting this analysis to only include variants that have a ∣ΔΨ∣ > 5 or ∣ΔΨ∣ > 10 in HepG2, the agreement in directionality increases to 92.61% and 97.49%, respectively (Fig. 5b). This shows that although the Ψ of the reference exons can differ between cell lines, the directionality of most variant-induced changes in splicing studied in Vex-seq are cell type independent. However, there are exceptions to this trend, which could be due to the *trans* environment of each cell line or noise in the data.

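Of the 831 variants with |ΔΨ| above 5 in HepG2, 767 had the same direction in K562, or 92.3% (95% Wilson interval 90.3 to 93.9). Above 10, the direction was the same for 427 of 438 variants, or 97.5% (95.6 to 98.6). With the thresholds applied to the K562 values, the shares were 90.0% of 978 variants and 95.8% of 497 variants. Across the fits that each left out 1 library, the shares were 89.3% to 91.2% above 5 and 95.9% to 97.7% above 10. From the rise of these shares with the size of the change, the paper concludes that the directionality of most variant-induced changes does not depend on the cell type.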

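Ψ itself was higher in HepG2 than in K562 for 1509 of 2172 variants and reference exons and lower for 643, with a mean difference of 5.00 points (median 3.07). In the edgeR test, 750 of 2154 sequences had a Benjamini-Hochberg adjusted p under 0.05, of which 614 were higher and 136 lower in HepG2. With the replicate number as a block, 736 sequences were called. The replicate numbers carried little information in this comparison. Between libraries of the same number, deviations of Ψ from the group mean had a mean correlation of 0.0509. The value between different numbers, −0.0255, is largely fixed by centring on the group mean and adds no information. The count moved most with DESeq2's Wald test, to 277 sequences, and was between 512 and 670 with each library left out in turn.

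The largest rises toward HepG2 were found in an exon of GRHL3 (ENSG00000158055, chromosome 1 from 24666158 to 24666252, plus strand of GRCh37). Substitutions are written with the reference base of the plus strand, the GRCh37 coordinate and the variant base. With C24666248A, at exon base 91 within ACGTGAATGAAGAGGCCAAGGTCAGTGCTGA, Ψ was 13.3 ± 9.24 (SD, n = 3) in K562 and 58.8 ± 11.2 (SD, n = 3) in HepG2, a log2 odds ratio of 2.83 (standard error 0.72, edgeR adjusted p = 0.0015). With T24666195C, at exon base 38, Ψ was 29.6 ± 1.29 and 72.9 ± 4.24, a log2 odds ratio of 2.66 (standard error 0.55, edgeR adjusted p = 8.9e-05). With T24666261G, at base 9 of the downstream intron, Ψ was 30.5 ± 13.3 and 69.2 ± 9.10, a log2 odds ratio of 2.57 (standard error 0.60, edgeR adjusted p = 0.00056). These 3 sequences had few reads, with as few as 12, 24 and 18 in a K562 library. All 3 have a stop codon 91 bases before the exon end in the reading frame of the reporter. Reference exons with a stop codon more than 50 bases before their end were higher in HepG2 by a mean of 11.1 points, and the others by 1.26 points. The values are differences in Ψ and not in ΔΨ, so they do not show an effect of these substitutions that is specific to a cell line.

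The largest falls lay in exons of SMARCC2 and CCDC80. In SMARCC2 (ENSG00000139613, chromosome 12 from 56566721 to 56566813, minus strand), A56566857T, 44 bases upstream of the exon, had a Ψ of 55.5 ± 3.46 in K562 and 31.0 ± 7.30 in HepG2 (SD, n = 3 each), a log2 odds ratio of −1.47 (standard error 0.36, edgeR adjusted p = 0.00087). C56566781A, a synonymous variant at exon base 33, had a Ψ of 45.3 ± 4.37 and 21.3 ± 3.41, a log2 odds ratio of −1.63 (standard error 0.22, edgeR adjusted p = 6.7e-09). In CCDC80 (ENSG00000091986, chromosome 3 from 112326023 to 112326103, minus strand), C112326023T changed the last base of the exon, and Ψ was 49.5 ± 7.31 in K562 and 26.2 ± 1.04 in HepG2, a log2 odds ratio of −1.48 (standard error 0.22, edgeR adjusted p = 8.9e-08). By the rule of choice, every HepG2 library of these 6 sequences lay on the same side of every K562 library. This held for 670 of the 750 called sequences.

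**Figure D1:**
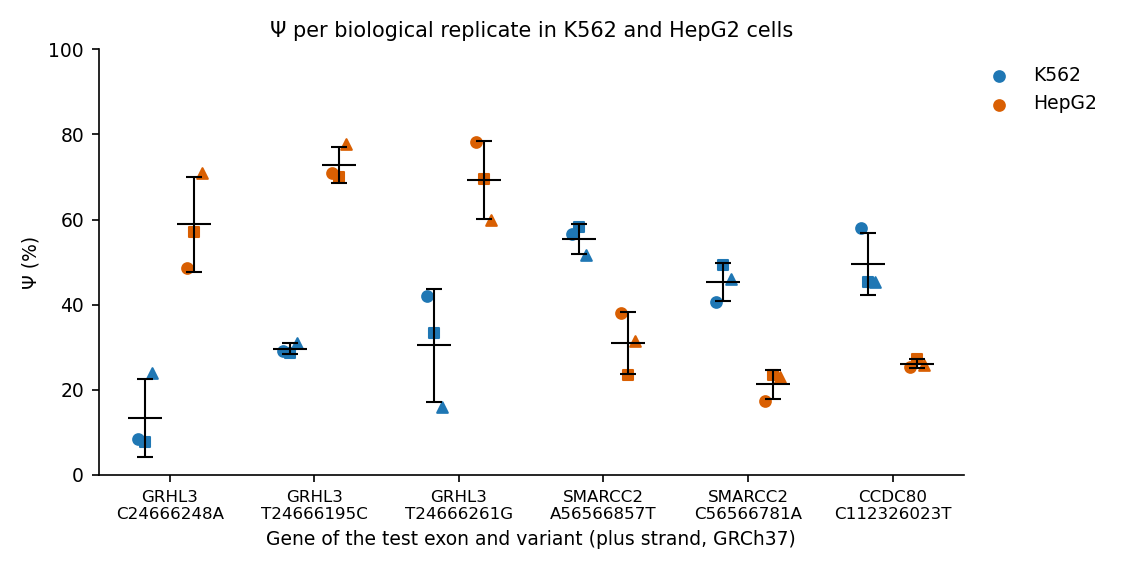
Ψ in percent of 6 sequences in K562 (blue) and HepG2 (orange) cells, named by gene and variant, with circles, squares and triangles for replicates 1, 2 and 3 and black bars for the mean and SD (n = 3). For the 3 sequences of GRHL3 the HepG2 points lie above the K562 points, and for the other 3 they lie below.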

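Whether ΔΨ itself differed between the cell lines was tested as the difference of the variant effect in the same edgeR fit. Of 2016 variants, 1 had an adjusted p under 0.05, and 169 had an unadjusted p under 0.05. It was C112326023T of CCDC80, within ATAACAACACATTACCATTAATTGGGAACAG on the plus strand. Its ΔΨ was −32.8 ± 5.64 (SD, n = 3) in K562 and −63.3 ± 1.35 (SD, n = 3) in HepG2, against reference Ψ of 82.3 and 89.4. Other reads made up 11.4% of all reads of the variant and 4.80% of those of the reference exon. The log2 odds ratio of the difference was −2.31 (standard error 0.30, edgeR adjusted p = 1.4e-05), and the highest adjusted p with a library left out was 0.00099. With limma on the ΔΨ of each library, the adjusted p was 0.063, and with the replicate number as a block in limma it was 0.40, so that both called 0 variants. At an unadjusted p under 0.05, limma called 202 variants without the block and 173 with it. The 11 variants with opposite directions among those above 10 in HepG2 included 8 with an unadjusted p under 0.05 for the difference and 0 with an adjusted p under 0.05 in edgeR.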

**Fig. 5:**
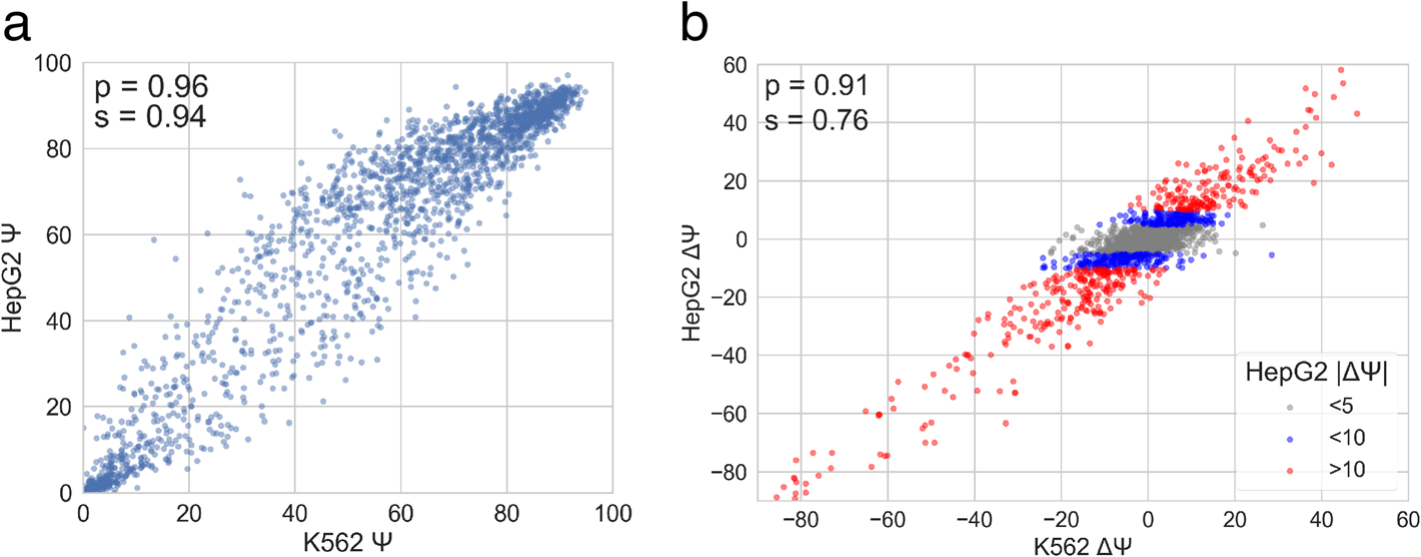
Similar behavior of splicing between K562 and HepG2 cell lines. **a** Correlation between Ψ values for each variant between K562 and HepG2 cell lines. **b** Correlation between ΔΨ values between K562 and HepG2 cell lines. Color coding highlights variants in which the HepG2 ΔΨ changes at different thresholds. Spearman (*s*) and Pearson (*p*) correlations are also displayed on each plot

We next examined the changes in splicing efficiency (or ΔΨ) for each variant. Changes in splicing can be observed in many different positions relative to each of the splice sites; however, perturbations in the 3′ and 5′ splice sites typically result in a dramatic reduction of ΔΨ (Fig. 6). 

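Averaged over both cell lines, ΔΨ differed from 0 for 843 of 2016 variants at an edgeR adjusted p under 0.05, with 354 rises and 489 falls. Called variants lay in 104 of the 109 exons tested, and 155 of them had a |ΔΨ| under 5 points. The comparison of variant and reference within the same library acts as a block, and without this pairing 824 variants were called. The count moved most with limma, to 707, and 605 of the 843 variants kept their call with each library left out in turn.

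The 15 variants in the 3′ splice site dinucleotide had a mean ΔΨ of −57.3 ± 32.7 (SD over variants), all below 0. The 8 variants in the 5′ splice site dinucleotide had a mean of −36.4 ± 40.2, with 7 below 0. The 959 other intronic variants had a mean of −0.896 ± 10.6. The differences from these, −56.4 and −35.5 points, each gave p = 1e-05 (permutation test over variants, two-sided, the smallest p that 100000 permutations can give).

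Outside the dinucleotides, the largest falls among single-base variants changed the last base of the exon. In ZNF570 (ENSG00000171827, chromosome 19 from 37961206 to 37961289, plus strand), G37961289A, within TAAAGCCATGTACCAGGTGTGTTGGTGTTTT, had a ΔΨ of −85.7 ± 1.59 (SD, n = 3) in K562 and −88.7 ± 2.20 (SD, n = 3) in HepG2, with an edgeR adjusted p of 4.4e-27. In CAPN9 (ENSG00000135773, chromosome 1 from 230910300 to 230910377, plus strand), G230910377C had a ΔΨ of −81.2 ± 3.26 in K562 and −83.6 ± 0.643 in HepG2, with an edgeR adjusted p of 2.0e-28. In MAMDC4 (ENSG00000177943, chromosome 9 from 139749214 to 139749302, plus strand), G139749302A had a ΔΨ of −81.7 ± 1.02 in K562 and −81.9 ± 2.39 in HepG2, with an edgeR adjusted p of 3.4e-29. The variants of these 3 exons had at least 218, 287 and 325 reads in every library.

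**Figure D2:**
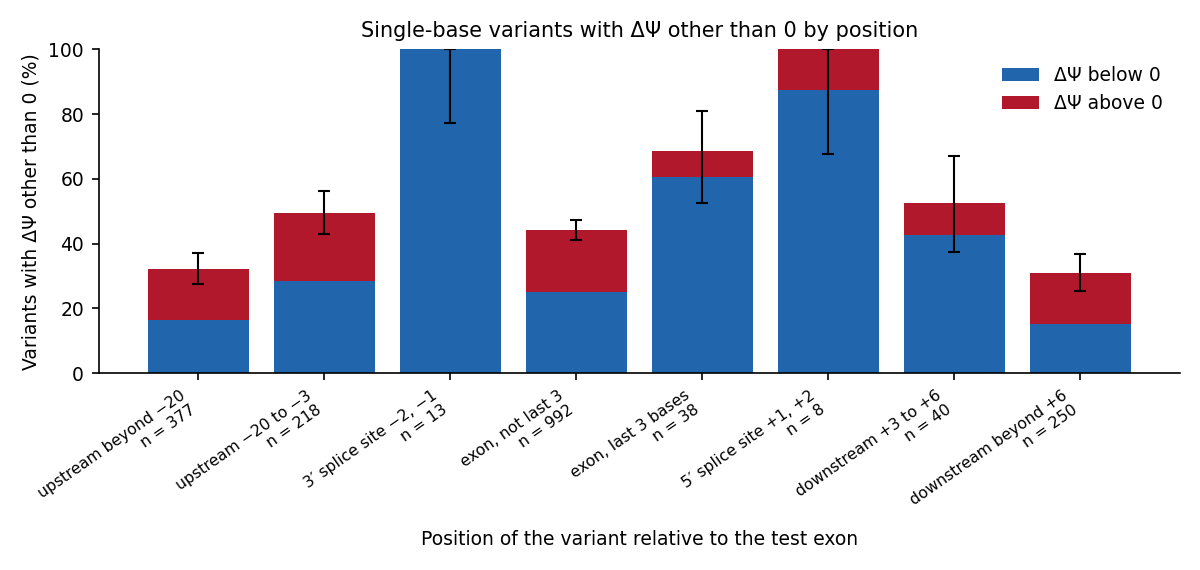
Percentage of tested single-base variants with a ΔΨ other than 0 (edgeR adjusted p under 0.05) by position, split into falls (blue) and rises (red), with 95% Wilson intervals as black bars and the number of variants under each bar. The share is 32.1% more than 20 bases upstream of the exon, 44.2% in the exon before its last 3 bases, 68.4% in those 3 bases and 100% in both dinucleotides.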

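Of the 98 variants between 3 and 10 bases upstream of the exon, 21 had a ΔΨ below −10 and 7 a ΔΨ above 10, with the lowest value at −73.1. Between 11 and 20 bases upstream, 22 of 139 variants lay below −10 and 21 above 10, and the lowest value was −58.5. Between 21 and 30 bases upstream, 16 of 128 variants lay below −10 and 7 above 10, and the lowest value was −56.5.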

Many outliers can be observed changing ΔΨ negatively upstream of the 3′ splice site, which may correspond to changes in the pyrimidine tract or the branchpoint sequences. However, variants in core splicing sequences alone do not account for the full diversity of splicing variation observed from these data. 

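Among the largest rises, 2 lay in introns outside the dinucleotides. In FOXP3 (ENSG00000049768, chromosome X from 49111890 to 49111970, minus strand), G49111863A, at base 27 of the downstream intron within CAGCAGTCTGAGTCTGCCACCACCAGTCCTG, raised Ψ from 22.3 ± 3.44 to 66.7 ± 2.66 in K562 and from 21.1 ± 1.23 to 79.3 ± 3.51 in HepG2 (SD, n = 3 each), a mean ΔΨ of 51.3 (edgeR adjusted p = 8.1e-17). Other reads made up 24.2% of all reads of this variant and 9.58% of those of its reference exon. In THBS3 (ENSG00000169231, chromosome 1 from 155173014 to 155173096, minus strand), C155173108G, 12 bases upstream of the exon, raised Ψ from 6.38 ± 2.69 to 49.1 ± 2.84 in K562 and from 5.26 ± 1.16 to 54.1 ± 19.3 in HepG2, a mean ΔΨ of 45.8 (edgeR adjusted p = 1.3e-11). The variant in THBS3 had as few as 21 reads in a library, and 60.0% of all reads of its reference exon were neither inclusion nor skipping reads.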

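Among 1073 exonic variants, 93 had a mean ΔΨ above 10 and 162 a mean ΔΨ below −10. Of these, 86 and 154 also had an edgeR adjusted p under 0.05. The numbers were 107 and 173 in K562 alone and 102 and 151 in HepG2 alone. In the 1003 exonic variants more than 3 bases from either splice site, 90 lay above 10 and 135 below −10, between −62.2 and 49.3.

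The largest exonic rise lay in an exon of TNIK (ENSG00000154310, chromosome 3 from 170857259 to 170857345, minus strand of GRCh37). T170857325C, a synonymous variant at exon base 21 within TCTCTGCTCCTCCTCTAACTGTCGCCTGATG on the plus strand, had a ΔΨ of 44.9 ± 8.30 (SD, n = 3) in K562 and 53.7 ± 2.00 (SD, n = 3) in HepG2, with at least 81 reads in every library and an edgeR adjusted p of 3.7e-17. At exon base 68, T170857278C had a ΔΨ of 37.4 ± 3.92 and 44.2 ± 1.45, and at exon base 64, G170857282A had a ΔΨ of −14.2 ± 1.24 and −10.8 ± 1.04. Of 19 single-base variants at this exon, 18 had the same direction in both cell lines.

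**Figure D3:**
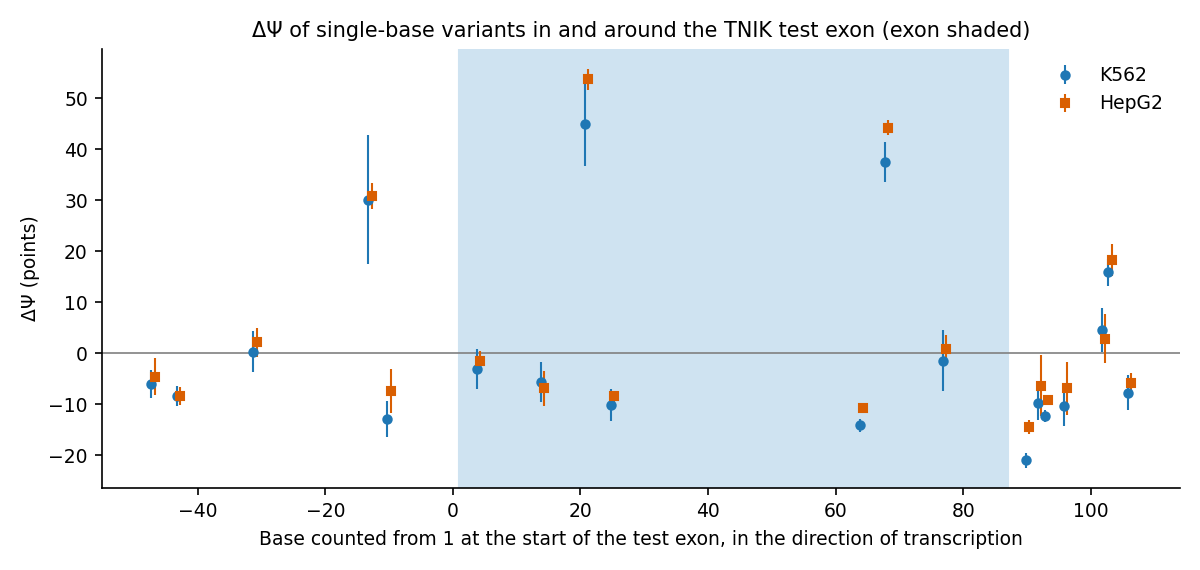
ΔΨ in points (mean and SD, n = 3) of 19 single-base variants in K562 (blue) and HepG2 (orange) cells by their position at the TNIK test exon, counted from 1 at its start, with the exon shaded. The mean over both lines runs from −17.8 in the downstream intron to 49.3 in the exon.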

Evidence of potential ESS and ESE regulatory elements can be observed within the exon, as variants in the exon are capable of inducing strong ΔΨ changes in either direction. We examined the role of ESEs and ESSs using ESEseq, a dataset which contains information about hexamers and their exonic splicing regulatory effect (ESEseq) [14]. We find that variants which gain ESEs or lose ESSs, as measured by change in ESEseq score, generally show an increase in ΔΨ, while ESS gain and ESE loss generally show a decrease (Fig. 7a). When examining changes in hexamer composition and the relationship of each hexamer with average changes in ΔΨ, we observe a weak but significant Spearman correlation with the ESEseq dataset (Fig. 7b). The weakness of this correlation is probably because the variation in our dataset was not designed to explore vast hexamer space, and many hexamer rankings are computed from few data points.

**Fig. 6:**
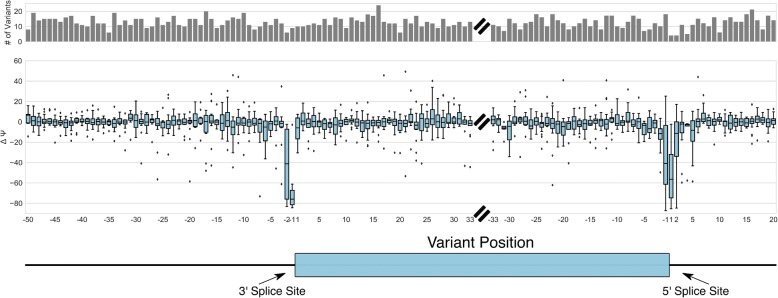
Distribution of variants tested and their impacts relative to splice sites. ΔΨ from both K562 and HepG2 cell lines is plotted for all variants relative to 3′ and 5′ splice sites. Fifty bases of upstream intron, 33 bases of exon proximal to the splice sites and 20 bases of downstream intron are shown. Above is a histogram showing the number of observations at each position

**Fig. 7:**
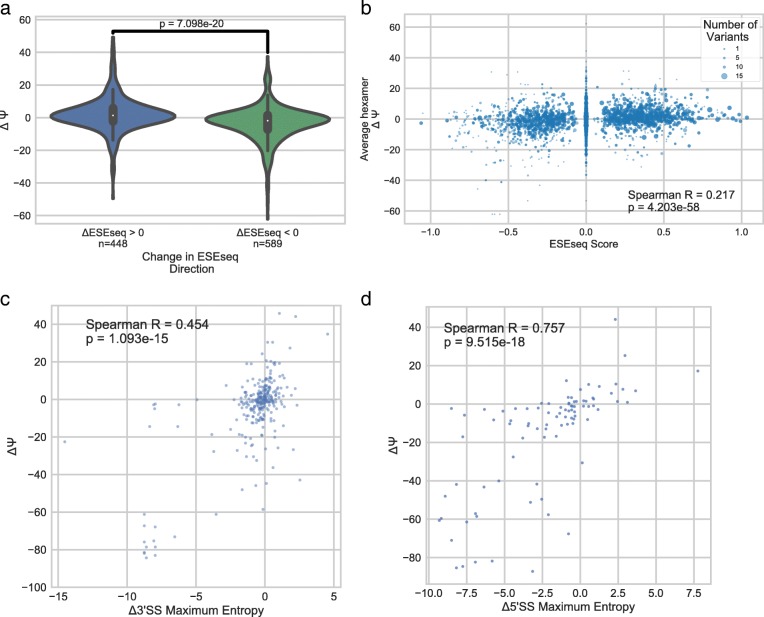
Analysis of potential mechanisms underlying splicing changes. **a** Violin plots showing how the directionality of a change in ESEseq score associates with splicing changes. *P* value is calculated using Mann-Whitney U-test. **b** Scatter plot demonstrating the relationship between the ESEseq score of each hexamer and the average ΔΨ of variance gaining (adding ΔΨ) or losing (subtracting ΔΨ) that hexamer. **c** Scatter plot showing the positive correlation between changes in 3′ splice site maximum entropy and ΔΨ. **d** Scatter plot showing the positive correlation between changes in 5′ splice site maximum entropy and ΔΨ. Spearman correlation coefficients and spearman correlation *p* values are shown in **c** and **d**

The impact of splice site strength has been well characterized and is known to impact splicing efficiency [15]. The impacts of changes on maximum entropy of 3′ and 5′ splice sites calculated by MaxEntScan can be visualized in Fig. 7c, d [15]. 

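Maximum entropy scores were not used here, since MaxEntScan's model is not held, so the variants are given by the windows it covers. In the 3′ window (the last 20 intronic and first 3 exonic bases), 61 of 283 variants had a ΔΨ below −10 and 30 a ΔΨ above 10, and 150 of 279 tested variants, or 53.8% (95% Wilson interval 47.9 to 59.5), had an edgeR adjusted p under 0.05. In the 5′ window (the last 3 exonic and first 6 intronic bases), 35 of 90 variants had a ΔΨ below −10 and 6 a ΔΨ above 10, and 56 of 89 tested variants, or 62.9% (52.5 to 72.2), passed the same threshold.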

Intronic splicing regulatory elements have been typically studied downstream of the exon in question, which are outside or on the periphery of the context that Vex-seq currently has the capacity to study [16, 17]. However, we do still observe intronic variants changing splicing (particularly upstream of the 3′ splice site) that are outside of the conventionally measured effects of changes in 3′ and 5′ splice site strength. 

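Outside both windows, 134 of 403 tested variants more than 20 bases upstream of the exon had an edgeR adjusted p under 0.05, or 33.3% (95% Wilson interval 28.8 to 38.0), with 63 rises and 71 falls. More than 6 bases downstream of the exon, 77 of 264 tested variants passed the same threshold, or 29.2% (24.0 to 34.9), with 39 rises and 38 falls.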

As many of the variants that do impact splicing are upsteam of the exon, yet outside the window studied for 3′ splice site strength, we examined whether these might disrupt branchpoint sequences. 

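More than 20 bases upstream of the exon, 147 of 411 variants had a mean |ΔΨ| of at least 5, or 35.8% (95% Wilson interval 31.3 to 40.5), of which 72 were rises and 75 falls. By distance, they were 55 of 128 variants at 21 to 30 bases, 37 of 125 at 31 to 40 bases, 52 of 144 at 41 to 50 bases and 3 of 14 beyond. With an edgeR adjusted p under 0.05 required in addition, 110 variants remained. The number was 172 in K562 alone and 147 in HepG2 alone. Branchpoint probabilities were not analysed here.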

To do this, we used branchpointer, a machine learning program, to predict branchpoint probabilities of the reference and variant branchpoints [18]. Surprisingly, the majority (53 out of 84) of variants impacting splicing in this region were not predicted to impact maximum branchpoint usage probability. The variants that do affect branchpoint probability did not show any significant correlation with ΔΨ. We also did not identify any association between changes in RNA secondary structure around the splice sites and changes in splicing, which have been previously reported [19].

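The change in minimum free energy of the designed sequence was computed with ViennaRNA for the 191 variants, at 11 exons, whose sequences are in the part of the supplementary table held. It ranged from −6.2 to 6.3 kcal/mol. Across variants, Spearman's rho with the mean ΔΨ was 0.0715 (permutation test over variants, two-sided p = 0.33). Within 30 bases on each side of the splice sites, rho was 0.0739 (p = 0.31, same test). After these values were seen, the sequences of all 2055 variants were rebuilt from the genome, and rho was then 0.128 (p = 1e-05, same test, the smallest p that 100000 permutations can give), or 0.0892 (p = 5e-05) near the splice sites. Variants of the same exon are not independent of each other.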

To further characterize variants being studied and how they impact splicing we looked at other features, including effect predictions. Using Variant Effect Predictor (VEP) [20] annotations we characterized the variants and their impact on ΔΨ (Fig. 8). Annotations were selected based on the first reported annotation from VEP. 

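After a change in the 3′ splice site dinucleotide, the median Ψ was 0.456, against a median of 79.0 for the reference exons, and 12 of 15 variants had a Ψ below 5. After a change in the 5′ splice site dinucleotide, the median Ψ was 0.0806, against 54.8, and 6 of 8 variants had a Ψ below 5. The exception with a rise was G91731572A in HFM1 (ENSG00000162669, chromosome 1 from 91731574 to 91731664, minus strand), where the reference exon is followed by GC in place of GT. Its Ψ was 82 ± 3.29 (SD, n = 3) in K562 and 87.6 ± 1.86 (SD, n = 3) in HepG2, against 60.7 ± 4.15 and 74.5 ± 2.23 for the reference exon, with an edgeR adjusted p of 2.1e-07.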

The 5′ and 3′ splice site variants have the biggest negative impact on ΔΨ as expected. Intron, missense, synonymous, and splice region variants can also have a wide range of impacts on ΔΨ. This is consistent with previous findings about how missense and synonymous variants can change splicing inclusion levels [21]. It should also be noted that splice region variants alone do not account for many of the variants which changed splicing, consistent with the difficulty of predicting the impact of these variants based on impact annotations.

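Effect classes were assigned here from the gene annotation, by the position of the variant and the codon it changes, since VEP was not used here. The mean ΔΨ ranged from −58.5 to 51.3 over 826 intron variants, from −62.2 to 45.6 over 597 missense variants, from −38.0 to 49.3 over 289 synonymous variants and from −87.2 to 44.1 over 203 splice region variants. The quartiles were −3.51 and 3.45 for intron, −4.14 and 3.26 for missense, −4.85 and 3.13 for synonymous and −9.83 and 2.61 for splice region variants.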

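Splice region variants had an edgeR adjusted p under 0.05 for ΔΨ in 105 of 202 tested cases, or 52.0% (95% Wilson interval 45.1 to 58.8). Outside the splice region and the dinucleotides, 290 of 811 intron variants, or 35.8% (32.5 to 39.1), 245 of 587 missense variants, or 41.7% (37.8 to 45.8), and 121 of 280 synonymous variants, or 43.2% (37.5 to 49.1), passed the same threshold. The share was higher than in the splice region for exonic variants without an annotated coding sequence, which include those of the exon absent from the annotation, with 47 of 79, or 59.5% (48.5 to 69.6), and it was 22.2% (9.00 to 45.2) for 4 of 18 insertions and deletions in the coding sequence. Among 17 tested stop gained variants, 9 passed, or 52.9% (31.0 to 73.8).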

**Fig. 8:**
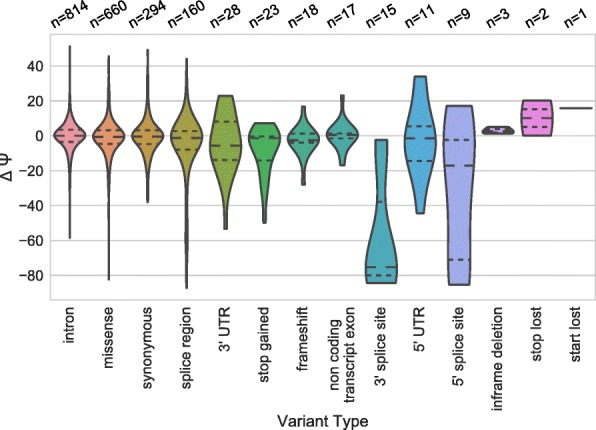
Variants classified by effect prediction and their impact on ΔΨ. Splice region classified by VEP is defined as being within one to three bases of the proximal exon, or three to eight bases of the proximal introns. The splice donor and acceptor annotations strictly refer to the dinucleotides downstream and upstream of the exon, respectively. The first reported annotation by VEP is displayed

We were also interested in examining whether the variants that displayed the largest ΔΨ were more or less conserved than variants that had little impact on ΔΨ. We used 100-way vertebrate conservation scores from PhyloP to examine how variants with strong or weak impacts on splicing were conserved [22]. We observed that there is significantly more conservation in variants which tend to have a high impact on splicing (|ΔΨ| ≥ 5) compared to variants with a low impact on splicing (|ΔΨ| < 5) (Fig. 9a). 

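Of 2055 variants, 855 had a mean |ΔΨ| of at least 5 (370 rises and 485 falls) and 1200 had a |ΔΨ| below 5. In the high group, 688 had an edgeR adjusted p under 0.05. Of the tested variants, 140 had a |ΔΨ| of at least 5 and were not called. The number in the high group was 978 in K562 alone and 831 in HepG2 alone. PhyloP scores are not held and were not analysed here.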

Much of the conservation observed is likely due to protein coding constraints on sequences, which may add noise to this signal. To investigate whether this splicing-sensitive conservation is stronger in variants without protein changing potential, we examined the same trend in variants without protein coding constraints (intron, synonymous, UTR, and splice region variants), and we observed a more significant difference (Fig. 9b). Additionally, when we focus on synonymous variants only, the effect is much clearer, even with a smaller sample size (Fig. 9c). Intron variants seem to show the same trend of higher conservation with higher |ΔΨ|; however, it is a milder effect (Fig. 9d). This suggests that ESEs and ESSs modulated by these variants are more conserved, while intronic regulatory regions in the window we are testing are relatively more flexible. Perhaps this weaker conservation signal is because ISSs and ISEs are not constrained by the context of the protein frame, and may be able to move around in linear space within the intron and still be effective in influencing splicing.

**Fig. 9:**
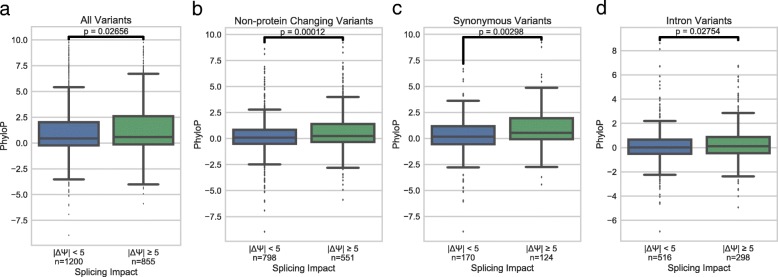
Conservation of variants with strong splicing impacts. **a** Boxplots showing the relationship of PhyloP and magnitude of ΔΨ for all variants. **b** Boxplots showing the relationship of PhyloP and magnitude of ΔΨ for variants without predicted protein coding annotations. **c** Boxplots showing the relationship of PhyloP and magnitude ΔΨ for synonymous variants. **d** Boxplots showing the relationship of PhyloP and magnitude of ΔΨ for intron variants. *P* values are calculated with the Mann-Whitney U-test. All variant effect predictions were performed by VEP and were classified by the first reported annotation

One confounding variable for particular test exons in the context of Vex-seq is nonsense-mediated decay (NMD), which may be different from NMD in the endogenous context. 

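K562 cells carrying an shRNA against UPF1, an RNA helicase that NMD requires, or a scrambled shRNA were selected with puromycin for 5 days, transfected with the 2˚ library and harvested 24 h later, in 3 replicates each. The authors deposited the same counts and Ψ percentages as for the cell lines above, for 2053 variants and 110 reference exons and without the splice site controls. Only reporter transcripts were amplified, so UPF1 itself is not measured in these libraries and the knockdown cannot be checked in them. Inclusion and skipping reads together numbered 104177 to 309867 per shScrambled library (median 235743) and 176291 to 258621 per shUPF1 library (median 179259). The median reads per sequence lay between 39 and 117 in the shScrambled and between 70 and 102 in the shUPF1 libraries. At the middle of these medians, the 95% Wilson interval of a Ψ of 50 runs from 39.7 to 60.3 and from 38.7 to 61.3. Between replicates, Pearson's r of Ψ across sequences was 0.953 ± 0.0127 (SD over 3 pairs) in the shScrambled and 0.957 ± 0.00517 in the shUPF1 libraries. Ψ was compared between shUPF1 and shScrambled with edgeR's quasi-likelihood test for the 1991 sequences with at least 10 reads in every library, at an adjusted p of at most 0.01.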

To investigate the role of NMD in this assay, we used a *UPF1*-targeted shRNA knockdown to attenuate NMD in the K562 cell line and performed the Vex-seq in this new context [23]. UPF1 protein was depleted 63% (Fig. 10a). To identify transcripts that may be sensitive to NMD, we performed a differential splicing analysis using rMATS-STAT [24]. As expected, most transcripts that are significantly changing display increased exon inclusion (Fig. 10b). 

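Ψ was higher after UPF1 knockdown for 1690 of 2163 sequences and lower for 447, with a mean difference of 5.38 points. At an edgeR adjusted p of at most 0.01, 90 of 1991 sequences were called, and 89 of them rose, or 98.9% (95% Wilson interval 94.0 to 99.8). They belonged to 33 of the 110 exons, and 30 of them lay in 3 exons. The size of the set depended on the test. It was 6 with DESeq2's Wald test, 0 with limma on logit Ψ (448 at an unadjusted p under 0.05), and between 16 and 65 in edgeR with each library left out in turn. Only 14 of the 90 sequences kept their call in all 6 of these fits.

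With the replicate number as a block, edgeR called 63 sequences, all of them rises. The numbers do not pair the libraries in a visible way: deviations of Ψ had a mean correlation of −0.0523 between libraries of the same number. The value between different numbers, 0.0259, is again largely fixed by centring. The model of rMATS-STAT was re-implemented with a minimum difference of 10 points, which was chosen here and is not stated in the paper. It gave 0 sequences at an adjusted p of at most 0.01 and 40 at an unadjusted p under 0.05.

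Of the largest rises, 2 lay at an exon of KANK1 (ENSG00000107104, chromosome 9 from 735712 to 735780, plus strand), in which the reading frame of the reporter meets a stop codon exactly 50 bases before the exon end. With C735733T, at exon base 22 within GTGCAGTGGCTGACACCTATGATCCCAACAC, Ψ was 35.6 ± 12.0 (SD, n = 3) in shScrambled and 77.5 ± 4.06 (SD, n = 3) in shUPF1, a log2 odds ratio of 2.61 (standard error 0.39, edgeR adjusted p = 2.4e-08). With C735796T, at base 16 of the downstream intron, Ψ was 38.3 ± 5.45 and 70.1 ± 6.62, a log2 odds ratio of 1.95 (standard error 0.30, edgeR adjusted p = 4.1e-08). In SS18 (ENSG00000141380, chromosome 18 from 23615795 to 23615887, minus strand), with a stop codon 86 bases before the exon end, C23615928G had a Ψ of 30.4 ± 4.86 and 61.5 ± 7.46, a log2 odds ratio of 2.00 (standard error 0.43, edgeR adjusted p = 0.00035), but an adjusted p of 0.16 in DESeq2 and as few as 14 reads in a library.

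The fall was found in SEMA3F (ENSG00000001617, chromosome 3 from 50212529 to 50212621, plus strand), whose exon has no stop codon in that frame. With G50212540C, Ψ was 93.8 ± 2.54 in shScrambled and 73.7 ± 8.22 in shUPF1 (SD, n = 3 each), a log2 odds ratio of −2.56 (standard error 0.71, edgeR adjusted p = 0.0087). Its adjusted p was 0.017 with the replicate block and up to 0.15 with a library left out. For all 4 sequences, limma's adjusted p was 0.072 or more.

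**Figure D4:**
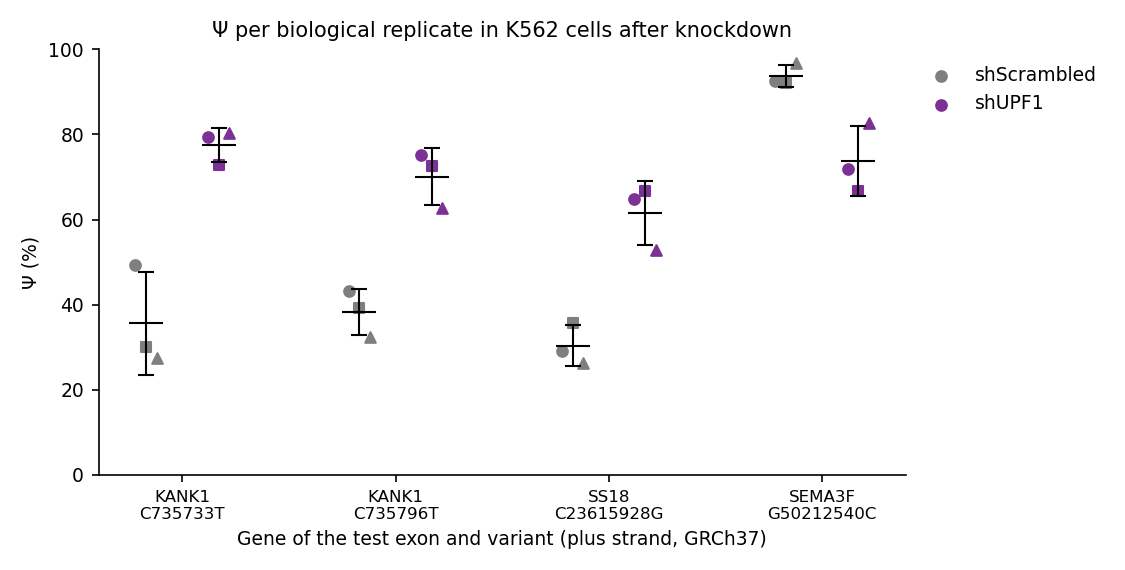
Ψ in percent of 4 sequences in K562 cells with shScrambled and shUPF1, named by gene and variant, with each replicate as a point and bars for the mean and SD (n = 3). The shUPF1 points lie above the shScrambled points for KANK1 and SS18 and below them for SEMA3F.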

NMD is known to act through premature termination codons (PTCs), which can be predicted based on the presence of a stop codon 50 nucleotides before the last exon junction in the transcript [25]. 

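The frame was continued from the first exon of the reporter. Its coding bases were taken to be those of the annotated first exon of the globin gene HBB, which holds the paper's forward primer. The plasmid sequence itself was not used. These 92 coding bases leave 1 base of the test exon to complete a codon. A stop codon was predicted to trigger NMD when it lay more than 50 bases before the end of the test exon, which is the last junction of the reporter. Of the 90 sequences called after UPF1 knockdown, 48 had such a stop codon, or 53.3% (95% Wilson interval 43.1 to 63.3), and all 48 rose. Among all 616 tested sequences with such a stop codon, 7.79% were called, against 3.05% of those without. The odds ratio was 2.68 (Fisher's exact test, two-sided p = 6.6e-06). Counted by exon, 17 of 33 exons with a called sequence had one (odds ratio 2.35, Fisher's exact p = 0.054). With any stop codon in the frame of the test exon, the number was 78 of 90 (odds ratio 4.88, Fisher's exact p = 4.6e-09). With the frame shifted by 1 base, the odds ratio of a stop codon and a call was 0.389 (Fisher's exact p = 0.0015), and with a shift of 2 bases it was 0.863 (Fisher's exact p = 0.63). Sequences of the same exon share most of their bases and are not independent in these tests.

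Ψ rose by a mean of 8.26 ± 8.35 points (SD over sequences) for the 722 sequences with a predicted PTC and by 3.94 ± 6.34 points for the 1441 without. For the 839 sequences with no stop codon in this frame, the mean rise was 2.06 ± 4.80 points. Among the 110 reference exons, the mean rise was 10.5 ± 8.81 points for 41 exons with a predicted PTC and 4.40 ± 5.86 points for 69 without (permutation test over exons, two-sided p = 3e-05). When the frame was shifted by 1 base, the means were 6.73 and 6.63 points, and when it was shifted by 2 bases, they were 5.18 and 7.24 points.

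**Figure D5:**
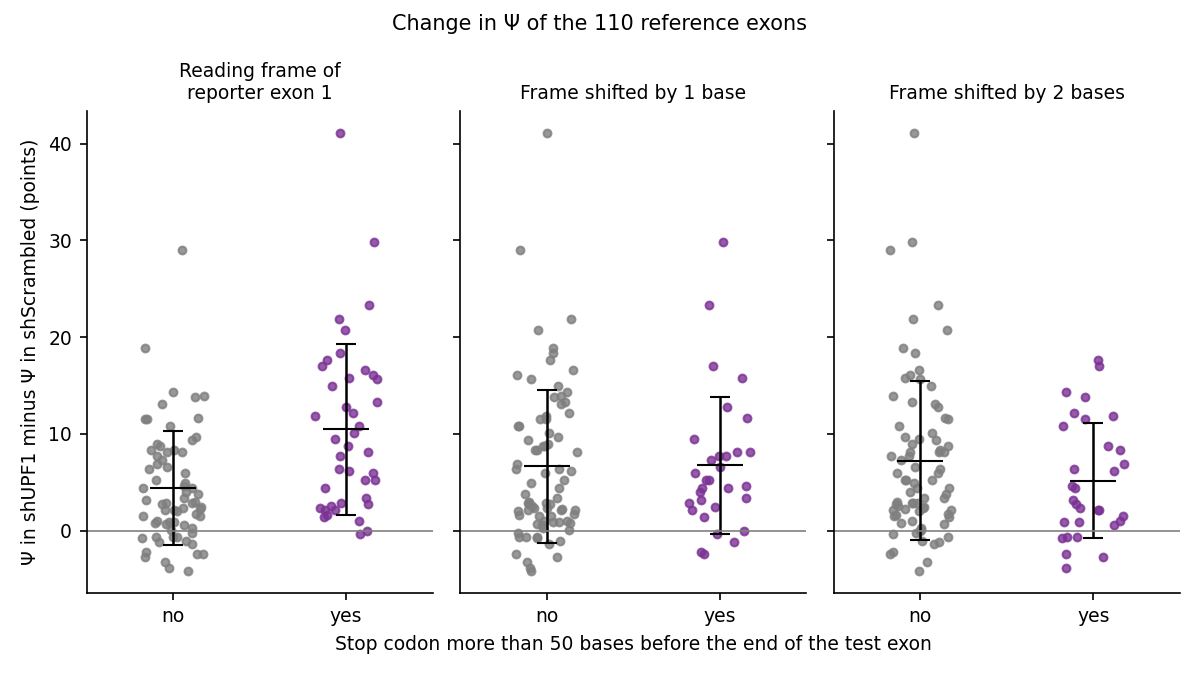
Change in Ψ from shScrambled to shUPF1 in points for 110 reference exons (1 point each), with and without a stop codon more than 50 bases before the end of the test exon, in the reading frame of reporter exon 1 and in both shifted frames, with black bars for the mean and SD. The means differ by 6.07 points in the reading frame and by 0.0971 and −2.07 points in the shifted frames.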

While not all test exons with PTCs have a significant increase in splicing upon UPF1 depletion, most (95/151) significantly changing (*p* ≤ 0.01) test exons have a predicted PTC in the context of Vex-seq. This allows us to identify transcripts which are NMD-sensitive in this experimental system, but not necessarily in the endogenous context (Fig. 10c). 

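Of the 90 called sequences, 80 were variants and 10 were reference exons. For 44 called variants, the reference exon was not called. Their mean ΔΨ moved from −5.80 ± 17.3 (SD over variants) in shScrambled to 2.32 ± 16.3 in shUPF1. It was higher in shUPF1 for 42 of them, a rise that the choice of these variants largely fixes. Where the reference exon was called too, the mean ΔΨ of 36 variants was −4.46 ± 15.7 and −4.43 ± 16.7. Over all 2053 variants, the mean ΔΨ moved from −1.39 ± 14.0 to −2.62 ± 14.5, and it was higher in shUPF1 for 951. A predicted PTC was present in 9 variants whose reference exon has none and absent from 5 whose reference exon has one. From the increased inclusion after UPF1 depletion and the predicted PTCs of the changing test exons, the paper concludes that transcripts sensitive to NMD in this experimental system can be identified, although not necessarily in the endogenous context.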

To characterize the effect of NMD in our assay, and how it would relate to the wild-type situation, we used linear regression to predict the effect of NMD on transcripts that would be endogenously subject to NMD, but may not necessarily be in Vex-seq. This model uses the UPF1 knockdown Ψ and the presence of a PTC as input to predict the shScrambled Ψ (mean squared error (MSE) = 69.81) and performs better than a model without PTC input (MSE = 80.22) on a 1/3 held out test set. 

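The regression was repeated on the mean shScrambled and shUPF1 Ψ of 2163 sequences, with the predicted PTC as an added input and 100 random held-out sets of 1/3 of the sequences. The mean squared error was 48.3 ± 2.81 (SD over splits) with the PTC and 52.9 ± 2.98 without it, a gain of 4.63 ± 0.844 that was above 0 in 100 of 100 splits. When whole exons were held out, the errors were 50.2 and 54.1 and the PTC lowered the error in 87 of 100 splits. The coefficient of the PTC was −4.54 ± 0.219 points of Ψ (SD over splits). With at least 20 reads required in every library, 1673 sequences remained, and the errors were 35.1 and 39.6.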

The predicted effect of endogenous NMD on ΔΨ of stop gained and frameshift variants is shown in Fig. 10d.

**Fig. 10:**
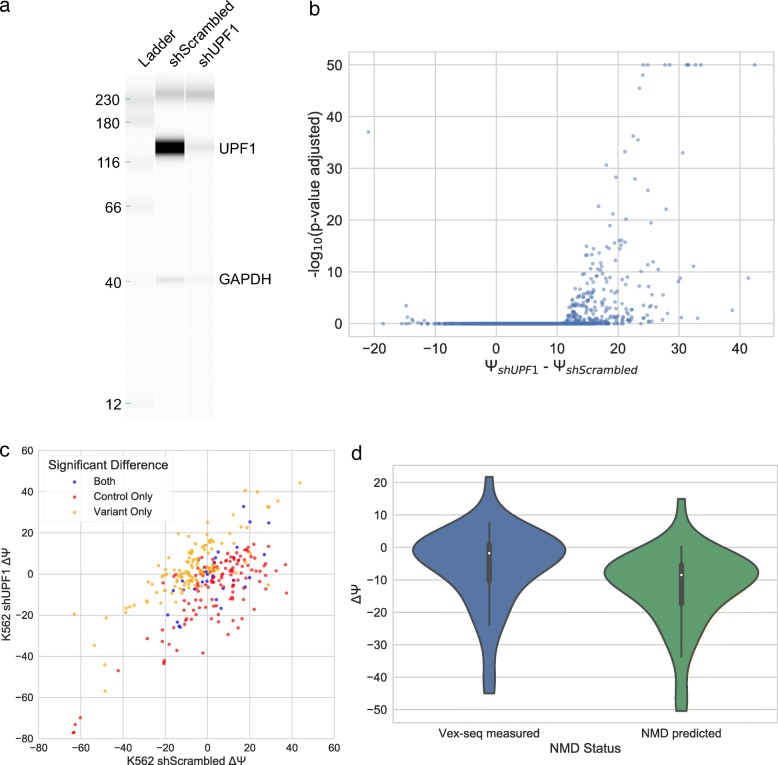
The impact of NMD on Vex-seq splicing results. **a** Western blot from Wes showing UPF1 knockdown in K562 cells. **b** A volcano plot showing the significance (assessed by rMATS-STAT) and change in splicing of shUPF1 cells compared to a scrambled control. **c** A scatter plot showing the behavior of ΔΨ of test exons in which there is a significant difference in the shUPF1 cells compared to the shScrambled cells. The color coding highlights test exons in which a significant difference in Ψ was identified. **d** Violin plots showing the predicted impact of NMD on variants which would be subject to NMD endogenously, but not in Vex-seq

## Discussion and conclusions

We have developed a new assay to assess how variants can impact pre-mRNA splicing efficiency called Vex-seq. This method builds upon previous high-throughput splicing reporter assays. It utilizes a barcoding approach and designed sequences based on the transcriptome and genetic variants. Vex-seq’s approach of using designed sequences allows for the possibility of not deeply sequencing the plasmid pool, because barcode variant associations are already known. This assay is also able to test designed intronic variation which other recent methods have been unable to do, until very recently [9, 26]. Vex-seq is even able to account for the impacts that variants may have on transcription of reporter transcripts because of the barcoding approach. Vex-seq could be applied to a number of different applications, including fine mapping of GWAS variants that may be involved in splicing regulation, which has been shown to be linked to complex diseases [3]. Additionally, this could be used to dissect the behavior of RNA binding proteins and their effect on splicing regulation, or even saturating mutagenesis of exons known to be important for diseases. Thus, Vex-seq has the potential to have an extremely high impact on our understanding of genome function and how non-coding sequence variants impact pre-mRNA splicing.

While Vex-seq offers certain advantages over current methods, there remain some obstacles with all of these splice reporter approaches [8, 9]. First, these massively parallel splicing assays lack the context of the entire gene and chromatin state of the native genes. Second, these assays have limitations in terms of barcode design and synthesis length constraints and also may have cryptic splice sites formed in the context of the mini-gene. As oligonucleotide synthesis technologies improve, more context can be added to exons tested in this way. With more context, we expect Vex-seq to be more accurate at identifying variants that impact splicing.

Despite only examining 110 alternative exons in this study, we are able to obtain some biological insights from these data. The first is the similarity between the splicing behavior of K562 and HepG2 cell lines. Although the precise Ψ of each exon variant is not necessarily identical between the two cell lines, the directionality of the ΔΨ induced by most variants is quite similar in each cell line (Fig. 5b). This may suggest that most variants tested in this context are acting upon splicing elements common across these cell lines. Of course there are exceptions to this behavior, which may mechanistically be related to the unique *trans* factors of each cell line or noise in the data. This observation may change when analyzing splicing changes in response to stimuli or in the context of a cell with more complex transcriptome regulation. Alternatively, this may suggest that regulatory factors important for cell type-specific splicing are generally outside of the window that we are testing in Vex-seq. The predictive power of conserved intronic splicing regulatory elements on Ψ generally being within 100 nucleotides upstream and downstream may suggest that this is the case [27]. We have also been able to use this assay after UPF1 depletion to account for NMD as an experimental artifact, but also use it to predict the impact of NMD on variants which would cause NMD endogenously.

Data obtained from Vex-seq demonstrate the importance of variants on impacting pre-mRNA splicing efficiency. It shows that variant effect prediction, while useful for predicting protein changing variants, is insufficient to predict all splicing changes induced by variants. We also show that variants that tend to change splicing more are also generally more conserved than nucleotides that do not, particularly when the variants are otherwise not predicted to change protein products.

## Methods

### Plasmid alterations

pcAT7-Glo1 was provided by Kristen Lynch. To eliminate a splice acceptor site in the middle of intron 1, a deletion of the pyrimidine tract and splice acceptor sequence was deleted. This was done through digestion of the vector with AflII and PstI and PCR amplifying an insert using two primers (FWD 5′-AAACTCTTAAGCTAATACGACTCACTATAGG-3′, REV 5′- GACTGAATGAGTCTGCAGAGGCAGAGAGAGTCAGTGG-3′). The insert digested with AflII and PstI was ligated in the vector digested with the same enzymes, resulting in the plasmid used for these studies.

### Assembly of Vex-seq plasmid

The oligo pool (Additional file 1: Table S1) was amplified with a common primer set (FWD 5′- GTAGCGTCTGTCCGTCTGCA-3′; REV 5′-CTGTAGTAGTAGTTGTCTAG-3′) for 20 cycles, then digested with PstI and XbaI. These were subcloned into the modified pcAT7-Glo1 also using PstI and XbaI sites. The resulting plasmid pool, referred to as 1˚, was then digested with SpeI and MfeI. Exon 3 and intron 2 were PCR amplified from the original plasmid with primers (FWD 5′-GTGTGGAAGTCTCAGGATCG-3′, REV 5′-AACGGGCCCTCTAGAGC-3′) and digested with MfeI and XbaI. The resulting product was subcloned into the digested 1˚ vector resulting in the final plasmid pool (2˚).

### Transfection and cell culture

HepG2 cells were grown to a density of 0.5 × 10^6^ cells per well and transfected with 1 μg of plasmid DNA using Lipofectamine 2000. Transfected HepG2 cells were then selected with 1 mg/mL zeocin for 8 days. K562 cells were grown to a density of 1.0 × 10^6^ cells per well and electroporated with 5 μg of plasmid DNA. Transfected K562 cells were then selected with 200 μg/mL of zeocin for 8 days. RNA from each cell line was isolated using Maxwell® 16 LEV simplyRNA Purification kits.

UPF1 knockdown experiments were performed by transducing K562 cells with shRNA TRCN0000022254 (TRC collection), hairpin sequence (5′-CCGG-GCATCTTATTCTGGGTAATAA-CTCGAG-TTATTACCCAGAATAAGATGC-TTTTT-3′). A scrambled shRNA (SHC002 Sigma-Aldrich; 5′-CCGG-CAACAAGATGAAGAGCACCAA-CTCGAG-TTGGTGCTCTTCATCTTGTTG-TTTTT-3′) was used as a non-specific control. Transfected cells were selected with puromycin for 5 days followed by transfection with the Vex-seq plasmid library. Cells were then harvested after 24 h and RNA was collected as above. Protein was isolated and western blotting performed using Wes.

### Sequencing preparation

Sequencing for the 1˚ library was constructed using a nested PCR reaction. The 1˚ library was amplified for 15 cycles using the following primers: FWD 5′- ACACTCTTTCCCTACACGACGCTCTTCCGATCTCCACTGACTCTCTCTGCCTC-3′; REV 5′-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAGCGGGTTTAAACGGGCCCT-3′. The 2˚ library was amplified for 15 cycles using the following primers: FWD 5′- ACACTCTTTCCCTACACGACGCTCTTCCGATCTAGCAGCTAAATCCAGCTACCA-3′; REV 5′-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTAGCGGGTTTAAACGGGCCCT-3′. Each of these products was then amplified for ten cycles using the following primers: FWD 5′-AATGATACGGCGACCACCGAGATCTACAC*-i5-INDEX-*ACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′; REV 5′-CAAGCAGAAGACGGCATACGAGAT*-i7-INDEX-*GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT-3′. The cDNA was synthesized from the K562 and HepG2 RNA using SuperScript™ III reverse transcriptase and a gene specific primer (5′-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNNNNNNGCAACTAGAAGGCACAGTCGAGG-3′). The cDNA was then PCR amplified for ten cycles using the following primers: FWD 5′-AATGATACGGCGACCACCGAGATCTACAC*-i5-INDEX-*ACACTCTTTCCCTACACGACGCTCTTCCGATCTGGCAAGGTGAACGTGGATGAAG-3′; REV 5′-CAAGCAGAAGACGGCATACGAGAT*-i7-INDEX-*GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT-3′. Resulting samples were multiplexed and sequenced on a MiSeq using a v2 300-cycle kit. Read 1 and read 2 were 150 bases each.

### Data analysis and interpretation

#### Plasmid quality control

Forward and reverse reads from plasmids were combined into a single read using FLASH [28]. The 1˚ library reads were sorted into bins using the barcode and grouped by control exon backbone with separate bins for indels and control sequences. Reads were then aligned using Novoalign V3.02.13 (http://www.novocraft.com). Sam2tsv was then used to identify variants in each read and identify the barcode sequence [29]. Barcodes with 15% or more of reads not containing the correct variant were filtered out during splicing analysis using custom python scripts. Barcodes identified 2˚ library reads using custom python scripts and barcodes without reads were filtered out of the analysis.

#### Splicing alignments and analysis

Reads were identified by barcode and sorted into bins for each variant. The duplicate reads in each bin were then collapsed into a single read by the UMI. Reads were then aligned to a variant-specific reference using STAR version 2.5.2b [13]. The uniquely aligned annotated read junctions were identified and Ψ and ΔΨ were calculated. Reads which spanned unannotated splice junctions were discarded for calculating Ψ and ΔΨ. Ψ values for analysis, unless otherwise indicated, were the mean of the K562 and HepG2 Ψ values. Mutated and consensus splice site controls were removed for most analyses with the exceptions of Figs. 2 and 4. Annotations for each variant were done using the Ensembl Variant Effect Predictor tool using assembly GRCh37.p13 and the Ensembl transcript database [20]. The variants used in the analysis were selected based on the first annotation output by VEP. We used 100-way vertebrate PhyloP conservation scores to examine conservation [22]. Scripts to reproduce the post-processed data can be found at https://github.com/scottiadamson/Vex-seq.

## Additional files

Additional file 1: This document contains **Table S1.**, which kists the oligo sequences used to assemble the splicing reporters along with their corresponding variants. (XLSX 588 kb)

Additional file 2: Reviewer reports and Author’s response to reviewers. (DOCX 87 kb)

How the deposited data were processed for this re-analysis (not part of the article)

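Vex-seq reads out the splicing of test exons in a reporter whose transcripts carry a barcode. Values were available for 14 libraries: K562, HepG2, K562 shScrambled and K562 shUPF1 cells with 3 libraries each, and the 1˚ and 2˚ plasmid pools with 1 library each. Conditions and replicate numbers were taken from the sample labels. The labels and the paper name no sequencing batch, so a batch that follows a condition could not be looked for.

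For the cells, the authors sorted the MiSeq reads by barcode, collapsed duplicates by the UMI of 10 bases, aligned the reads with STAR to a reference for each variant, and deposited whole-number counts of inclusion, exclusion (skipping) and other reads, per barcode and per designed sequence. The authors also deposited Ψ as the percentage of inclusion reads among inclusion and skipping reads. In the barcode lists of K562 and HepG2, barcodes with fewer than 85% correct reads and a barcode without reads in the 2˚ library had already been left out. The barcode lists of the shScrambled and shUPF1 libraries hold all designed barcodes. In both, the counts per sequence are sums over the barcodes that pass. Mutated and consensus controls are present for K562 and HepG2 only. For the plasmids, the authors deposited counts of reads per barcode, for the 1˚ library with the number of reads that carry the designed variant. All of these properties were checked on the values. What the other reads contain is not described beyond the paper's statement that reads over unannotated junctions were discarded.

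From these counts, Ψ was recomputed for each library and averaged over the 3 libraries of a condition, with the SD over libraries. ΔΨ was the Ψ of a variant minus that of its reference exon in the same library. Values for both cell lines together are means of the K562 and HepG2 values, as in the paper. Mutated and consensus controls entered only the comparison of controls and that of other reads.

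Positions and effect classes came from the GENCODE annotation lifted to GRCh37, in place of VEP. Of 11 exons with coordinates in the part of the supplementary table held, 10 had the same coordinates in the annotation. The remaining exon is not in the annotation, so its coordinates came from the table, and its exonic variants outside the splice region were counted as lying outside coding sequence. All 201 designed sequences of that part, for 191 variants and 10 reference exons, were equal to sequences rebuilt from the genome. The table is cut short after these exons, so no oligo sequences of the other exons were compared. A premature stop codon (PTC) was predicted in the frame of the first reporter exon, at a distance of more than 50 bases before the end of the test exon. This frame was assumed to be that of the annotated first coding exon of HBB.

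Inclusion and skipping counts were modelled with edgeR 4.0.16 in R 4.3.3, as 2 columns per library with the library as a block and with inclusion by condition as the tested term. For ΔΨ there were 4 columns per library, from the variant and its reference exon. The quasi-likelihood test with Benjamini-Hochberg adjustment was used at an adjusted p under 0.05 for the cell lines and for ΔΨ, and of at most 0.01 for the UPF1 knockdown, on sequences with at least 10 reads in every library. DESeq2 1.42.0, limma 3.58.1 (on Ψ with 0.5 reads added to each count before the logit, or on the ΔΨ of each library), other count minimums (50 and 1) and leaving out each library in turn were the alternatives. The paper used rMATS-STAT for the knockdown. A model of the same kind, a binomial with logit-normal spread and a likelihood ratio test, was re-implemented as a further alternative. Its minimum difference of 10 points was chosen here, and the paper states none.

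The replicate numbers of the groups come from the sample labels, which number the libraries of each group from 1 to 3. Neither the labels nor the paper's text say that libraries of the same number were handled together, so the fits without the replicate number as a block were the main ones, and fits with the block are given beside them.

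The fits were tested on simulated data with the depth of the deposited libraries, in which 200 sequences were given a log2 change of 1.5 in the odds of inclusion. The edgeR test recovered 82.0% of them for the cell lines and 53.5% for the knockdown. For the knockdown, DESeq2 recovered 13.5%, limma 0.00% and the likelihood ratio test of a difference above 10 points 0 of 200 at an adjusted p of at most 0.01. For changes from a Ψ of 20 to 80 at 200 reads, the likelihood ratio test recovered 98.5%. The simulated differences of ΔΨ between cell lines were larger than a log2 change of 1.5.

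Other comparisons used permutation tests with 100000 resamples or Fisher's exact test, two-sided, as named beside each value. Confidence intervals of shares are 95% Wilson intervals. The reads in cells are UMI-collapsed, but their number per cell is unknown, so intervals cover counting error only. Folding energies were computed with ViennaRNA 2.7.2. Other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and pysam 0.24.0, and plots were drawn with matplotlib 3.10.9.

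The sequences named in the text were chosen by a rule: up to 3 with the largest rise and up to 3 with the largest fall in Ψ or ΔΨ among those past the threshold of the edgeR test with the same direction in every replicate. For ΔΨ, this was limited to single-base variants outside the splice site dinucleotides. Beside these, the text names the variant whose ΔΨ differed between cell lines, the splice site variant with a rise, further variants of the exon with the largest exonic rise, and the splice site variants with the largest rises in the share of other reads. ESEseq, MaxEntScan and PhyloP scores, branchpoint predictions and VEP output are not held, so the comparisons that rest on them were not analysed here. The western blot of UPF1 was not analysed here.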

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

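The counts over other splits of the libraries and the comparison of other reads at mutated controls were chosen only after the result was seen, and the comparison of directions between single replicates was given its final form after a first value had been seen.

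For 26 of 2055 variants, ΔΨ had one sign in all 3 replicates of K562 and the opposite sign in all 3 replicates of HepG2. The changes were small, with a median size of 3.85 points in K562 and 3.83 points in HepG2, and 18 of the 26 rose in K562 and fell in HepG2. The difference itself had an unadjusted p under 0.05 in edgeR's test for 19 of them and an adjusted p under 0.05 for 0. When the 6 libraries were split into groups of 3 in the 9 other ways, between 22 and 34 variants had opposite signs, and 5 of the 10 splits, the real one included, gave as many as 26. The number 26 is therefore within what other groupings of the same libraries give. Single replicates were also compared over all variants. The share of variants with the same direction of ΔΨ within a line, averaged over both lines, minus the share between lines was 0.584 percentage points for all variants, 0.488 above 5 points and −0.152 above 10 points. Taken apart, HepG2 exceeded the value between lines by 3.42, 5.76 and 5.56 points, and K562 lay below it at each threshold. This comparison runs over all variants past the threshold and, above 10 points, mostly over changes larger than those of the 26, so it does not test the 26 themselves. The paper names noise beside the trans environment for such exceptions, and these data do not separate them for the 26 variants.

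For 1 variant, ΔΨ differed between the cell lines by a test of the difference itself. This was C112326023T at the last base of the CCDC80 exon, with a log2 odds ratio of −2.31 (edgeR adjusted p = 1.4e-05) and a stronger fall in HepG2 in 3 of 3 libraries. Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave a variant with an adjusted p under 0.05. None of the 6 splits that part 1 pair gave any. With 4 or 10 splits, the share cannot fall under 0.05, so this count alone cannot exclude a grouping that arose by chance. The variant had at least 182 reads in every library, and its reference exon at least 248. In limma, the adjusted p was 0.063, and with the replicate number as a block it was 0.40, so the difference rests on the edgeR fit. In simulated data with a log2 difference of 3 between the lines, edgeR recovered 94.5% of the changed variants and limma without the block 79.5%. The simulated differences were larger than the one seen here. These shares therefore do not decide whether low power explains why limma did not call the variant. The cell lines also differ in the amount of plasmid and the way it was delivered, which was not tested. If the difference is biological, the lines may differ in a factor that acts on this 5′ splice site. The −2.31 raised this hypothesis and does not test it. In the same test, the last-base variants named for ZNF570, CAPN9 and MAMDC4 gave log2 odds ratios of −0.699, −0.628 and −0.718. Their unadjusted edgeR p was 0.11 or more. Their Ψ was at most 4.49 in either line, which leaves little room for a further fall. They lie at other sites and do not decide the question. Variants near 5′ splice sites were not compared between the lines as a set.

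Other reads, which enter neither Ψ nor the paper's results, rose at variants of the splice site dinucleotides. Their share of all reads was 34.8% at these 23 variants, against 15.9% at their reference exons, a mean difference of 18.9 points (sign-flip permutation test, two-sided p = 0.00029). It was higher in 16 of 23 variants. The largest rise over the reference exon was found in CECR2 (chromosome 22 from 17990845 to 17990928), where G17990844A had 81.8% ± 2.92 (SD, n = 3) other reads in K562 and 87.0% ± 1.55 in HepG2, against 4.86% and 4.71% for the reference exon. In MAMDC4, A139749212G had 75% ± 2.98 and 74.7% ± 2.04, and G139749213C had 73.5% ± 1.58 and 74.3% ± 1.84, against 14.8% and 14.9% for the reference exon. A candidate explanation is the use of another splice site when the annotated site is lost. The 18.9 points are the observation that raised this explanation and do not test it. Low read numbers were tested as a technical explanation. Across 110 reference exons, the share of other reads had a Spearman's rho of −0.185 with the number of reads (permutation test, two-sided p = 0.053), a weak relation just short of p = 0.05. Reference exons lack the change, so this test does not decide the question for the 23 variants. The 3 named variants had 997, 2019 and 2223 reads over the 6 libraries. In the 104 mutated controls, the mean share moved by −2.94 points (sign-flip permutation test, two-sided p = 0.16), with 15 controls higher than their reference exon and 11 of them higher by at least 10 points. The mean hides a fall in most controls: the median share was 0.517%, against a median of 4.46% over the 110 reference exons, while the highest control had 88.3%. Both sites are changed in these controls, while the variants keep 1 site intact, so the controls do not test the explanation for the variants. Barcodes with fewer than 85% correct reads were left out, so misassigned barcodes alone do not account for the shares of the 3 named variants. Errors of alignment were not tested, and the files give no junctions for these reads, so the pattern cannot be told apart from such errors.

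Other reads were also present without any variant. Pooled over the 110 reference exons and the 6 libraries of both cell lines, they made up 9.54% of all reads. The median exon had 4.46% (quartiles 2.35% and 8.62%), and 6 exons had at least 50%, with the highest at 84.3%. The mutated controls, in which both splice sites are changed, had a median of 0.517%. There is no library without splicing to set these values against. For scale, 3 reads of the median sequence are 2.63% in K562 and 1.61% in HepG2. No biological explanation was tested for these reads, and the rho of −0.185 with read number leaves most of their spread between exons open.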

How the results depend on the processing

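The alternatives below were set before the data were examined, except where they are said to have been added. Over 31 results, 98 alternatives other than leaving out a library were run. In 69 of them, the result kept its direction and its side of the threshold, or moved by less than the spread between replicates or, for a count, by less than a factor of 1.5. In 28 the value moved by more, in 1 the result no longer passed its threshold, and 0 reversed. Among the 28 are alternatives in which a count of calls fell to 0. These were limma and the likelihood ratio test for the knockdown, and limma with and without the replicate block for the difference of ΔΨ between lines. Of 96 fits without 1 library, 65 kept the result and 31 moved it. Of the 16 alternatives counted for named sequences, 1 for each (the replicate block for Ψ, limma for ΔΨ), 15 kept the call, and G50212540C of SEMA3F no longer passed with the block. Outside this count, none of the 4 sequences named for the knockdown passed with limma (adjusted p of 0.072 or more). C23615928G of SS18 and G50212540C of SEMA3F did not pass with DESeq2 either (adjusted p of 0.16 and 0.23), nor in every edgeR fit that left out a library (highest adjusted p of 0.033 and 0.15). Of 12 alternatives added after seeing the data, 7 kept the result. The causes of the changes were not tested.

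With Spearman's rho in place of Pearson's r, the correlation was 0.903 between barcodes in K562 and 0.916 in HepG2, 0.936 between replicates in K562 and 0.961 in HepG2, 0.944 for Ψ between the cell lines and 0.759 for ΔΨ between them. With at least 20 reads in every library, the correlation between barcodes was 0.978 in K562 and 0.98 in HepG2, and that between replicates of K562 was 0.964. The error of the regression was then 35.1 with the PTC and 39.6 without it.

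In the plasmids, 0.507% of barcodes were excluded at a threshold of 80% and 8.60% at 90%. The misassignment rate was 4.86% as a mean over barcodes and 4.46% over passing barcodes, and the skew ratio of the 1˚ library was 5.90.

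With the threshold applied in K562, ΔΨ had the same direction in 90.0% of variants above 5 and in 95.8% above 10. The fits that each left out 1 of the 6 libraries gave 73.0% to 76.2% for all variants, 89.3% to 91.2% above 5 and 95.9% to 97.7% above 10, and a correlation of ΔΨ of 0.874 to 0.901. All of these values but 1 lie below the values from all libraries, the exception being the highest share above 10.

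The number of sequences with different Ψ in K562 and HepG2 was 277 with DESeq2's Wald test and stayed within a factor of 1.5 of 750 under the other 10 settings, the replicate block included (736). The difference of ΔΨ between cell lines was found for 0 variants with limma (202 at an unadjusted p under 0.05), for 0 with limma and the replicate block (173 at an unadjusted p under 0.05), and for 1 to 4 variants across the fits that each left out a library.

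After UPF1 knockdown, 6 sequences were called with DESeq2, 0 with limma (448 at an unadjusted p under 0.05), 26 with at least 50 reads in every library, 63 with the replicate block, 0 with the re-implemented likelihood ratio test (40 at an unadjusted p under 0.05), and 16 to 65 across the fits that each left out a library. Among settings added after seeing the data, unadjusted p of at most 0.01 gave 11 sequences in that likelihood ratio test and 277 in edgeR. The share of rises was 100% with DESeq2, with at least 50 reads, with the replicate block and with the likelihood ratio test of a difference above 10 points at an unadjusted p, and 98.2% to 100% across the fits without 1 library. It was 99.2% (124 of 125) with no minimum difference in that test and 97.8% (271 of 277) in edgeR, both added and both at an unadjusted p of at most 0.01. With limma and with the likelihood ratio test at an adjusted p, no share could be given. In simulated data of the same depth, edgeR recovered 53.5% of changed sequences at this threshold and limma 0.00%, so that 0 calls with limma do not exclude changes of the simulated size.

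Counted by exon, the log2 odds ratio between a predicted PTC and a call after UPF1 knockdown was 1.23 (Fisher's exact p = 0.054), against 1.42 by sequence. The relation of folding energy to ΔΨ passed p = 0.05 only with alternatives added after seeing the data, in which all 2055 variants were used (rho 0.128 over the designed sequence and 0.0892 near the splice sites).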

Differences from the paper's values

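More than 20 bases upstream of the exon, 147 variants had a mean |ΔΨ| of at least 5, while the paper gives 84 variants with an impact on splicing in this region. The paper states no cutoff for this number, and the 5 points used here are its threshold for conservation. With a cutoff of 10 points, 22 variants lay above 10 and 36 below −10. A different cutoff could therefore account for the gap. Of the alternatives set before the data were examined, requiring an edgeR adjusted p under 0.05 in addition gave 110 variants, which is within a factor of 1.5. The others did not close the gap: 172 in K562 alone, 147 in HepG2 alone, 134 with at least 20 reads in every library and 145 to 152 with each library left out in turn.

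After UPF1 knockdown, edgeR called 90 sequences, while the paper gives 151 significantly changing test exons. None of the alternatives set before the data were examined closed the gap: 6 with DESeq2, 0 with limma (448 at an unadjusted p under 0.05), 26 with at least 50 reads in every library, 87 with no count filter, 63 with the replicate block, 84 with a difference of at least 10 points in addition, 0 with the re-implemented likelihood ratio test of a difference above 10 points, a minimum chosen here (40 at an unadjusted p under 0.05) and 16 to 65 with each library left out in turn. The likelihood ratio test with no minimum difference and an unadjusted p of at most 0.01, chosen after seeing the values, gave 125 sequences, which is within a factor of 1.5. Also chosen after seeing the values, an unadjusted p of at most 0.01 gave 277 sequences in edgeR and 11 in the likelihood ratio test of a difference above 10 points.

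Among the called sequences, 48 had a predicted PTC, while the paper gives 95. The called sets differ in size. Here the share was 53.3% (48 of 90, 95% Wilson interval 43.1 to 63.3), and the share of the paper's 95 among its 151 lies within this interval. Of the alternatives set before the data were examined, counting any stop codon in the frame of the test exon gave 78, which is within a factor of 1.5. Its share, 86.7% (78.1 to 92.2), lies above the paper's share. Counting exons gave 17, which is not within that factor. Counting stop codons at least 50 bases before the junction, chosen after seeing the values, gave 59, also outside that factor. Its share was 65.6% (55.3 to 74.6), an interval that holds the paper's share. Because the called sets differ in size, the counts alone do not rank these alternatives.

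The mean squared error of the regression without the PTC was 52.9, while the paper gives 80.22. Of the alternatives set before the data were examined, holding out whole exons gave 54.1, which is within a factor of 1.5, and requiring at least 20 reads in every library gave 39.6, which is not.

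For secondary structure near the splice sites, the paper reports no association with changes in splicing. For the 191 variants with a sequence in the part of the supplementary table held, Spearman's rho near the splice sites was 0.0739 (permutation p = 0.31). Over the designed sequence it was 0.0715 (permutation p = 0.33). Over all 2055 variants, a setting chosen after seeing the values, it was 0.0892 near the splice sites (permutation p = 5e-05). Over the designed sequence it was 0.128 (permutation p = 1e-05, the smallest that 100000 permutations can give). The lengths of the 110 exons, 109 with coordinates from the annotation and 1 from the supplementary table, ran from 69 to 98 nucleotides, each limit 1 nucleotide above the limit the paper states.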

Other observations

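The counts over other splits and assignments of the libraries, the tests of stop codons and reading frames after UPF1 knockdown, the test of a shift common to all reporters, and the comparison of HepG2 and K562 by stop codon were chosen only after the result was seen.

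After UPF1 knockdown, 89 of 90 called sequences rose. Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, called as many sequences, and the other 9 of the 10 splits called 0. A design of 3 against 3 libraries cannot give a share under 0.05, so this count alone cannot exclude a grouping that arose by chance. Unequal depth was tested by thinning every library to 104177 reads. Of the 22 sequences then called, 100% rose. Stop codons were tested in the 110 reference exons. Exons with a stop codon more than 50 bases before the junction rose by 6.07 points more than the others in the reading frame of the reporter (permutation test, two-sided p = 3e-05), while the differences in the shifted frames were 0.0971 and −2.07 points (same permutation test, p = 0.95 and p = 0.21). Exons with a stop codon in a shifted frame thus did not rise measurably more. Among sequences, a stop codon in the frame shifted by 1 base went with fewer calls (odds ratio 0.389, Fisher's exact p = 0.0015). This relation runs opposite to that in the frame of the reporter. These values argue against stop codons in any frame as the source of the rise. Other features of base composition were not tested. The 41 reference exons without any stop codon in the frame also rose, by a mean of 2.66 ± 4.47 points (sign-flip permutation test, two-sided p = 0.00033), with 29 higher and 12 lower. A part of the rise may therefore come through stop codons, and a smaller part may be common to all reporters, whether from UPF1 depletion acting in another way or from a difference in handling between the groups, which these data cannot separate.

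If included transcripts with a stop codon become more stable, reporters with a PTC would gain reads in total. The log2 change in total reads was higher by 0.15 for 38 reference exons with a predicted PTC than for 69 without (permutation test, two-sided p = 0.0078). In the same permutation test, inclusion reads alone differed by 0.38 (p = 4e-05) and skipping reads by 0.03 (p = 0.63). Total reads are set against library size, so the change is relative to the other reporters. This difference is consistent with more stable included transcripts raising the total reads of reporters with a stop codon.

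Ψ was higher in HepG2 than in K562 for 614 of 750 called sequences. Of the 4 splits that part all same-numbered pairs, 1, the real one, called as many sequences, and the other 9 of the 10 splits called 0. The same limit of 3 libraries against 3 holds here. With every library thinned to 293190 reads, the smallest total of inclusion and skipping reads over variants and reference exons without the controls, 607 sequences were called and 82% of them were higher in HepG2. A hypothesis is that NMD is weaker in HepG2. Across 110 reference exons, the difference between HepG2 and K562 rose with the difference between shUPF1 and shScrambled (Spearman's rho 0.231, permutation test, two-sided p = 0.015; Pearson's r 0.341, p = 0.00027). Reference exons with a predicted PTC were higher in HepG2 by 11.1 ± 9.19 points (SD over 41 exons), against 1.26 ± 6.55 points for 69 exons without, a difference of 9.84 points (permutation test, two-sided p = 1e-05, the smallest that 100000 permutations can give). In the shifted frames, the larger difference was 2.85 points (permutation test, two-sided p = 0.14). The values are in line with weaker decay of transcripts with a PTC in HepG2 than in K562, but the lines were transfected with different amounts of plasmid by different means, and this hypothesis cannot be told apart from those differences. The paper does not report this relation.

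The 843 variants with a ΔΨ other than 0 were set against the 31 other ways to swap variant and reference in some of the 6 libraries. Of the 32 assignments, 1, the real one, gave as many calls, and the largest number of calls in another was 1. This number of calls was therefore not reached when variant and reference were exchanged in some libraries. The exchange leaves the grouping of the libraries unchanged, so it does not test that grouping.

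The relation of folding energy to ΔΨ over all variants was tested against a change in GC content. When energies were permuted only within the same exon and the same class of change in G and C bases (fewer, the same number or more), the rank correlation was 0.102 (20000 permutations, two-sided p = 0.0001), so the relation remained within these classes. Spearman's rho was 0.147 for 1106 variants with fewer G and C bases and 0.20 for 612 with more. For the 337 variants with the same number it was 0.0363 (permutation test, two-sided p = 0.51), so no relation was found where GC content did not change, and a part played by GC content was not excluded. The relation may reflect structure, or another property of the sequence that changes with the energy, which was not tested. It was found and tested on the same variants.

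Scrambled shRNA libraries were compared with the K562 libraries of the cell line comparison. Ψ of the reference exons was higher in shScrambled by 3.72 ± 5.68 points (SD over exons), in 86 of 110 exons. ΔΨ had a Pearson's r of 0.855 between shScrambled and K562, 0.866 between shScrambled and HepG2, and 0.906 between K562 and HepG2, across 2053 variants. The shScrambled libraries differ from the K562 libraries in shRNA, selection and time of harvest together, so no explanation was tested.

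Other reads made up 11.8% ± 0.219 (SD, n = 3) of all reads in the shScrambled and 13.2% ± 0.0796 (SD, n = 3) in the shUPF1 libraries (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 libraries allow). With other reads added to the denominator of Ψ, a setting added after seeing the data, 804 variants had a |ΔΨ| of at least 5 in place of 855. The mean difference of the dinucleotide variants from other intronic variants was then −53.2 points at the 3′ and −34.5 points at the 5′ splice site.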
